# *RAB27A* silencing modulates miR-30d-5p expression and extracellular vesicle non-coding RNA cargo in diabetic podocytes

**DOI:** 10.1038/s41598-026-49921-1

**Published:** 2026-04-24

**Authors:** Olga Martinez-Arroyo, Ana Flores-Chova, Lesley Escriva, Marta Mendez-Debaets, Sergio Martinez-Hervas, Cristina Grange, Benedetta Bussolati, Maria Jose Forner, Josep Redon, Raquel Cortes, Ana Ortega

**Keywords:** Diabetic nephropathy, Podocytes, Rab27A, Non-coding RNAs, Extracellular vesicles, miR-30d-5p, Cell biology, Diseases, Molecular biology, Nephrology

## Abstract

Diabetic nephropathy (DN) is one of the leading causes of end-stage renal disease and is characterised by early podocyte injury and loss. Increasing evidence indicates that extracellular vesicles (EVs) are key mediators of intercellular communication in the diabetic kidney, carrying bioactive molecules such as non-coding RNAs (ncRNAs) that influence disease progression. However, the identity of ncRNAs selectively loaded into podocyte EVs under hyperglycaemia and the contribution of vesicle-trafficking regulators such as *RAB27A* to this process remain to be elucidated. In this study, conditionally immortalised human podocytes were used to model diabetic conditions through high glucose (HG) exposure. To explore the role of vesicular trafficking in ncRNA release, *RAB27A*, an essential regulator of EV secretion, was silenced using siRNA. Small RNA sequencing was performed to characterize the EV ncRNA profile and subsequent RT-qPCR was used to validate results. Our findings revealed that HG and *RAB27A* silencing significantly altered the EV ncRNA composition, with a marked downregulation of miR-30d-5p. Additional experiments revealed that miR-30d-5p influences its target *SMAD1*, involved in antifibrotic signalling pathways. Collectively, these results propose that *RAB27A*-dependent vesicle trafficking and glucose stress regulate the ncRNA landscape of podocyte-derived EVs, positioning miR-30d-5p as a mediator of SMAD1-related pathways during hyperglycaemic stress.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-026-49921-1.

## Introduction

Diabetic nephropathy (DN) is a leading cause of end-stage renal disease worldwide and is characterised by progressive glomerular damage, proteinuria, and eventual renal failure^1,2^. Podocytes, highly specialised epithelial cells forming part of the glomerular filtration barrier, are essential for maintaining the structural and functional integrity of the glomerulus. Their dysfunction and depletion are hallmark features of DN, yet the underlying molecular mechanisms remain incompletely understood^3,4^.

Recent research has highlighted the importance of intra and intercellular trafficking processes in podocyte biology, particularly in maintaining slit diaphragm structure and regulating vesicular communication^5–7^. Within this context, RAB27A, a member of the Rab family of small GTPases, plays a key role in the docking and exocytosis of vesicles across multiple cell types, including secretory and immune cells^8–10^. In podocytes, the precise functions of RAB27A remain underexplored. However, previous studies of our group, analysed the Rab–Rabphilin system under injurious stimuli and directly tested the consequences of interfering with Rab3A/Rab27A signalling in podocytes. Specifically, we reported alterations in the Rab–Rabphilin axis in human podocytes exposed to glucose overload and angiotensin II^11^ and subsequently showed that silencing the Rab3A/Rab27A system under glucose stress, ameliorates high glucose-induced injury in podocytes by reducing apoptosis, improving cytoskeletal integrity (less disruption), and normalizing the vesicle distribution of CD63-positive vesicles^12^. Although these findings indicate that Rab-dependent trafficking contributes to podocyte responses to metabolic stress, they do not explain which pathways could be affected by RAB27A silencing; therefore, defining RAB27A’s roles in podocytes and their potential impact on DN is of clear interest.

Extracellular vesicles (EVs), small, membrane-bound particles secreted by mainly all cell types and present in almost all biofluids, carry proteins, lipids and nucleic acids and mediate intercellular communication by transferring functional cargo between cells^13^. In the kidney, EVs are released from multiple renal cell types (including tubular cells, endothelial cells and podocytes) and are increasingly recognised both as mediators of local cell–cell signalling and as a source of urinary and plasma biomarkers for kidney injury^14–18^. Small non-coding RNAs (ncRNAs), as microRNAs (miRNAs) are highly enriched in EVs. miRNAs have been implicated in fibrotic signalling, apoptosis/survival and TGF-β pathways in renal damage associated diseases, including DN^19–21^, but the identity of specific ncRNAs packaged by podocyte EVs under hyperglycaemia and the role of vesicle-trafficking regulators such as RAB27A in this process remains to be established.

In this study, we aimed to investigate how RAB27A silencing in human podocytes exposed to hyperglycaemic conditions influences the molecular content of their secreted EVs, with a particular focus on small ncRNAs.

## Results

### EV characterization from podocyte cultures

EVs released by cultured podocytes were characterised using complementary approaches. TRPS analysis revealed a heterogeneous distribution of particle sizes, with a peak centred around 90–120 nm, consistent with the expected size range of small EVs (Fig. 1A). In addition, we have quantified both size and quantity under all experimental conditions and as shown in Fig. S1, we did not observe differences that reached statistical significance in either particle concentration or size distribution between control and Rab27a-silenced podocytes. Further analysis in EVs by Western blotting confirmed the presence of the EV-associated markers CD63, CD9, CD81 and syntenin in EV fractions, while calnexin, was detected only in podocyte cell pellet lysates, indicating minimal contamination from intracellular organelles (Fig. 1B and Fig. S2). Super-resolution microscopy further validated the vesicular identity, showing distinct labelling of CD63, CD9 and CD81 at the single-vesicle level, with several EVs displaying co-localisation of multiple tetraspanins (Fig. 1C). Together, these findings confirm the successful isolation of pure populations of podocyte-derived EVs. To ensure transparent reporting in EV research, data regarding EV characterization has been deposited in EV-TRACK under the accession number EV260003.

**Fig. 1:**
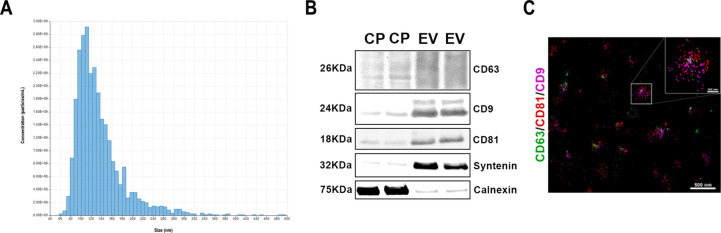
Characterisation of podocyte-derived EVs. (**A**) Tunable Resistive Pulse Sensing analysis showing the size distribution and concentration of EVs. (**B**) Cropped membranes from Western blot analysis of EV protein markers and organelle marker calnexin. EV fractions expressed the canonical tetraspanins CD63, CD9 and CD81, as well as the late endosomal protein syntenin. (**C**) Super-resolution dSTORM imaging of EVs labelled for CD63 (green), CD81 (red), and CD9 (magenta). Scale bar 500 nm. CP, cell pellet; EV, extracellular vesicle. Whole membranes from the Western blot are available in the supplementary material as (Fig. S2).

### Global shifts in EV RNA biotypes after RAB27A knockdown and high glucose exposure

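The small RNA carried by EVs from AB8/13 cells, a conditionally immortalised human podocyte line, was sequenced in 4 groups of 5 libraries each, NG + scr, NG + siRAB27A, HG + scr and HG + siRAB27A. NG and HG are culture media with 5.5 mM and 30 mM glucose, given for 24 h, and scr and siRAB27A are a scrambled siRNA and an siRNA against RAB27A, transfected 24 h before. An siRNA is a short double-stranded RNA that leads to the breakdown of the matching mRNA. The authors trimmed the reads, aligned them to GRCh38 with STAR and counted them with featureCounts on GENCODE genes, mature miRNAs and piRNAs, and deposited the counts without normalization. The paper's text does not say how a read that matches several features was counted. The total count per library lay between 50870 and 456146 in NG + scr (median 270220), between 40101 and 405259 in NG + siRAB27A (median 93281), between 54172 and 384579 in HG + scr (median 139970) and between 90489 and 195459 in HG + siRAB27A (median 130748). Of 90017 features in the table, 12627 had a count in any of these 20 libraries and 101 had a count in every one. Another 20 libraries, 5 in each of 4 groups, were kept out of the comparisons, because the labels of their 10 silenced libraries name RAB3A in some fields and RAB27A in others.

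The silenced gene was read first, as a check of the labels. RAB27A (ENSG00000069974) is protein-coding and lies on the minus strand of chromosome 15 from 55202966 to 55319113 (GRCh38). For replicates 1 to 5, RAB27A had counts of 7, 6, 99, 59 and 5 in the libraries labelled NG + scr, and of 108, 1, 864, 3 and 143 in those labelled NG + siRAB27A. In the libraries labelled HG + scr the RAB27A counts were 0, 21, 140, 3 and 56, and in those labelled HG + siRAB27A they were 43, 73, 279, 181 and 75. In CPM, the counts per 1000000 of the library total scaled by the TMM method, the median of RAB27A was 847 in the 10 libraries labelled siRAB27A and 123 in the 10 labelled scr. The mean difference on the log2(CPM + 1) scale was 2.70, with 8 of the 10 libraries labelled siRAB27A above the median of the scrambled ones (two-sided exact permutation test within glucose groups, p = 0.0444; Benjamini-Hochberg adjusted p = 0.158 over 6 tests). The reads on RAB27A in EVs were therefore higher, not lower, in the libraries labelled siRAB27A. The groups are named by their labels below, and no direction was taken from this gene. The paper's methods report the silencing of RAB27A in the cells at the mRNA and protein level (Figs. S4 and S5), which these EV libraries do not measure.

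Features with a mean normalized count above 5 and at least 1 read in 3 or more libraries were tested, which is the filter stated in the methods of the paper, and 948 features passed it. The test was edgeR's quasi-likelihood test with the same normalization, in a single fit of all 4 groups, with p-values adjusted by the Benjamini-Hochberg method. The paper names DESeq2 for differential expression in one place and edgeR in another. Standard errors were computed as the absolute log2 fold change divided by the square root of the F statistic. The common biological coefficient of variation was 2.28, so the SD between replicates was larger than the mean. In data simulated with these libraries' dispersions, 0 of 200 features changed by 4 on the log2 scale reached an adjusted p under 0.05, against 87 of 200 changed by 8. With a dispersion of 0.1 in the simulation, 178 of 200 features changed by 4 did.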

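In the NG + scr vs NG + siRAB27A comparison, 0 of the 948 features had an adjusted p under 0.05 (edgeR's quasi-likelihood test), the smallest being 0.08, and 232 had an unadjusted p under 0.05, of which 85 were not protein-coding genes. In the NG + siRAB27A vs HG + siRAB27A comparison, 0 features had an adjusted p under 0.05, with a smallest value of 0.138. An unadjusted p under 0.05 was found for 207, of which 78 were not protein-coding genes. Random splits of the same libraries gave 232 or more in 100 of 100 cases and 207 or more in 93 of 100, the real split included. Unadjusted counts, here and below, are therefore no larger than those of arbitrary groupings. The unadjusted counts ran from 16 and 23 with edgeR's filterByExpr filter to 1220 and 1111 without a filter on low counts. At an adjusted p under 0.05, the setting that moved the counts most took in the 20 libraries of conflicting label. It had 10 libraries per group by the siRNA named in their characteristics, and gave 237 and 218 features with an adjusted p under 0.05. When the same libraries were regrouped at random, as many features passed in 99 of 100 and 79 of 100 cases, the real grouping included. The 237 and 218 are therefore no more than arbitrary groupings give. At the same threshold, DESeq2 on the 20 libraries gave 4 and 6 features.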

RAB27A silencing produced widespread changes in the small ncRNA content of podocyte-derived EVs, and these changes were further modulated by HG (Fig. 2). In the NG + scr vs NG + siRAB27A comparison, most differentially expressed (DE) ncRNAs were miRNAs and snoRNAs, whereas the NG + siRAB27A vs HG + siRAB27A comparison showed that miRNAs, piRNAs and snoRNAs were the most DE ncRNAs, alongside a reduced contribution from lncRNAs, suggesting that hyperglycaemia may alter the impact of RAB27A knockdown on EV RNA composition (Fig. 2A). 

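In edgeR's quasi-likelihood test of the 20 libraries, each biotype counted 0 features at an adjusted p under 0.05 in both comparisons. DESeq2 gave 2 and 3 features that were not protein-coding genes, and edgeR's test with all 40 libraries gave 87 and 93. The biotypes are given for the features with an unadjusted p under 0.05 in edgeR's test of the 20 libraries. For NG + scr vs the libraries labelled NG + siRAB27A, these were 11 of 82 tested miRNAs, 15 of 62 piRNAs, 2 of 9 snoRNAs, 24 of 137 lncRNAs, 26 of 67 pseudogenes and 147 of 548 protein-coding genes. Between the libraries labelled NG + siRAB27A and HG + siRAB27A, the numbers were 12 miRNAs, 17 piRNAs, 2 snoRNAs, 22 lncRNAs, 19 pseudogenes and 129 protein-coding genes. Leaving out the protein-coding genes, lncRNAs made up 28.2% of these features in the first comparison (24 of 85) and 28.2% in the second (22 of 78).

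The share of each library's counts on miRNAs was 26.0% ± 12.3 (SD, n = 5) in NG + scr, 18.1% ± 7.92 (SD, n = 5) in NG + siRAB27A and 16.0% ± 10.2 (SD, n = 5) in HG + siRAB27A. On piRNAs it was 24.5% ± 9.52, 31.8% ± 18.5 and 34.2% ± 13.5 (SD, n = 5 each), and on snoRNAs 0.25% ± 0.24, 0.36% ± 0.42 and 0.47% ± 0.54 (SD, n = 5 each). The lncRNA share was 9.28% ± 1.83, 6.48% ± 0.95 and 9.39% ± 3.41 (SD, n = 5 each). The lncRNA share fell by 2.80 percentage points from NG + scr to NG + siRAB27A, with the smallest p of the 40 tests of biotype shares (two-sided exact permutation test, p = 0.0159; Benjamini-Hochberg adjusted p = 0.635), and was lower in 5 of the 5 pairs of libraries with the same replicate number (exact permutation test of the pairs, p = 0.0625, the smallest that 5 pairs allow). The smallest exact p that 5 libraries against 5 allow becomes 0.317 when 1 of 40 tests reaches it, so a single share could not pass the adjustment.

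**Figure D1:**
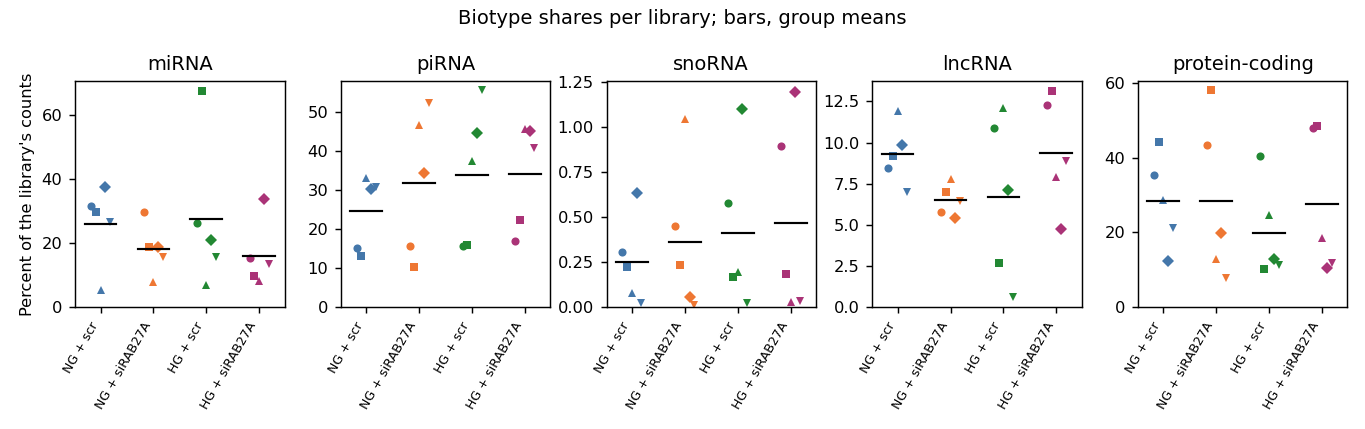
Share of each library's counts by biotype, in percent (y-axes, each with its own scale), in the 4 groups of 5 libraries (x-axes). Points are libraries, with marker shapes for replicates 1 to 5, and bars are group means. The libraries of a group spread widely, as in HG + scr, where the miRNA share runs from 6.84% to 67.3%.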

A Venn diagram analysis (Fig. 2B), revealed that six ncRNAs were commonly dysregulated in both comparisons Among them, only one miRNA was DE (miR-30d-5p), one piRNA (piR-32847) and 4 snoRNAs (SNORD3A, SNORD3B-1, SNORD3B-2 and SNORD3C). These shared changes point to a core set of ncRNAs that may be directly linked to Rab27A function. In contrast, additional subsets of ncRNAs were uniquely affected in each condition, indicating that glucose availability also modulates the ncRNA response to Rab27A knockdown. 

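At an adjusted p under 0.05, 0 features passed in both comparisons (edgeR's quasi-likelihood test), and at an unadjusted p under 0.05, 77 did, each with opposite directions in the pair of comparisons. The 77 depended on the setting, with 294 without the filter on low counts, 19 with only the 2 groups in each fit and 11 with DESeq2. With the replicate number as a block there were 8, of which 7 had opposite directions. The libraries labelled NG + siRAB27A enter both comparisons, as the silenced group of the first and the reference of the second, so the comparisons share their chance values. In 60 simulations of unchanged groups a median of 19 features (8 to 35) had an unadjusted p under 0.05 in both, 99.7% of them in opposite directions. When the 15 libraries were assigned at random to the 3 groups, 90 of 100 assignments, the real one included, gave 77 or more such features. These assignments ignored the replicate numbers, each of which occurs once in each real group, so they are not an exact counterpart of the real one.

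miR-30d-5p (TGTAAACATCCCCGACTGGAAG) is processed from MIR30D, which lies on the minus strand of chromosome 8 from 134804876 to 134804945 (GRCh38), with the mature sequence from 134804919 to 134804940. Its log2 fold change from edgeR was -0.39 (standard error 1.86, adjusted p = 0.933) in NG + siRAB27A against NG + scr, and -3.93 (standard error 2.10, adjusted p = 0.264) in HG + siRAB27A against NG + siRAB27A. The sign of the former depended on the setting, since it was 0.14 with DESeq2's size factors, 0.85 with the replicate number as a block and 1.53 with the miRNA counts alone as library size. piR-32847 had log2 fold changes of 3.72 (standard error 2.12, adjusted p = 0.273) and -4.31 (standard error 2.18, adjusted p = 0.233) in the same comparisons. SNORD3A, a U3 small nucleolar RNA gene on chromosome 17 from 19188016 to 19188714, gave 3.67 (standard error 2.31, adjusted p = 0.317) and -4.33 (standard error 2.39, adjusted p = 0.276). SNORD3B-1, SNORD3B-2 and SNORD3C, also on chromosome 17 between 19061912 and 19190245, lay within 0.10 of SNORD3A in both comparisons.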

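The 4 SNORD3 genes held nearly the same reads. In the libraries labelled NG + siRAB27A the group count was 994 for SNORD3A, SNORD3B-2 and SNORD3C and 993 for SNORD3B-1, of which replicate 3 held 979, 979, 979 and 978. piR-32847 had 4965 counts in the group and 4890 in that replicate. A SNORD3 gene had a count in 33 of all 40 libraries. In 29 of these 33, the counts of the 4 genes were equal within 1 count or 2% and piR-32847 was within 2% of 5 times SNORD3A. The authors' counting could therefore have entered the same reads under each of the 5 names, and their values are not independent measurements.

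Replicate 3 of NG + siRAB27A decided the direction of these 5 ncRNAs. Without it, the log2 fold change in NG + siRAB27A against NG + scr was -0.82 for piR-32847 and -0.86 for SNORD3A, and in HG + siRAB27A against NG + siRAB27A it was 0.21 and 0.16. With the replicate number as a block in the fit, piR-32847 gave 0.64 in the second comparison. For miR-30d-5p, replicate 3 carried 84.6% of the group's counts, and replicate 4 of NG + scr carried 92.1% of the counts there. Without the latter, the log2 fold change in NG + siRAB27A against NG + scr was 2.74. A mean of log2(CPM + 1) gives a single library less weight. On this scale piR-32847 was higher by 2.22 in NG + siRAB27A than in NG + scr (two-sided exact permutation test, p = 0.571), which keeps the direction of the fit. It was higher by 1.53 in HG + siRAB27A than in NG + siRAB27A (two-sided exact permutation test, p = 0.579), which reverses it. Neither difference was beyond the spread between replicates.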

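Of the features with an unadjusted p under 0.05, 155 were found only in NG + scr vs the libraries labelled NG + siRAB27A and 130 only between the libraries labelled NG + siRAB27A and HG + siRAB27A. A feature past a threshold in 1 comparison and not in the other is not thereby shown to respond differently, so the difference was tested as the interaction of glucose and siRAB27A in the 4 groups. The interaction had an adjusted p under 0.05 for 0 of the 948 features, the smallest being 0.0748 (edgeR's quasi-likelihood test), and an unadjusted p under 0.05 for 254. Random assignments of the libraries to the 4 groups gave 254 or more in 71 of 100 cases, the real one included. Of the 285 features found in only 1 comparison, 133 were among the 254 of the interaction. From the ncRNAs that were in only 1 of its lists, the paper concludes that glucose modulates the response to the knockdown.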

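Directions were counted among the features with an unadjusted p under 0.05. Against NG + scr, 91 were higher and 141 lower in the libraries labelled NG + siRAB27A, where the reads on RAB27A itself were higher. Against NG + siRAB27A, 109 were higher and 98 lower in the libraries labelled HG + siRAB27A. Without the protein-coding genes, 38 were higher and 47 lower in the first of these comparisons, and 37 higher and 41 lower in the second. The latter split depended on the setting, since a fit without the protein-coding genes gave 57 higher and 24 lower (25 and 46 in the first comparison). For all features of the second comparison, only the 2 groups in the fit gave 88 higher and 42 lower, and the replicate number as a block gave 30 and 13. The median log2 fold change of all 948 features was -0.22 in the first comparison and 0.02 in the second. With DESeq2's size factors, as edgeR's RLE normalization computes them, these medians moved to -0.57 and 0.21, and the features numbered 80 higher and 154 lower in the first comparison and 114 higher and 85 lower in the second. With library totals alone the medians were -0.62 and 0.02. A log2 fold change is therefore to be read relative to these medians.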

The directionality of these changes revealed distinct patterns depending on glucose treatment (Fig. 2C,D). In NG + scr vs NG + siRab27A (Fig. 2C), six ncRNAs were markedly downregulated, including miR-30a-5p, miR-128-5p, and SNORD3A, whereas nine, such as piR-32847, SNORD3B-2 and miR-30d-5p were upregulated. 

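The 15 ncRNAs of Fig. 2C were looked up in the fit of the 4 groups. In the libraries labelled NG + siRAB27A, 8 were higher and 7 lower than in NG + scr, and 0 had an adjusted p under 0.05 (edgeR's quasi-likelihood test), the values running from 0.0967 to 0.933. With p-values adjusted over the list alone, 0 passed as well, and 3 had an unadjusted p under 0.05. The list was chosen by the study on these libraries, so the adjustment over the list alone is not independent evidence. The 3 were MTCO1P12, an unprocessed pseudogene on chromosome 1 from 631074 to 632616, with a log2 fold change of 5.06 (standard error 1.96, adjusted p = 0.0967), miR-182-5p, with -5.18 (standard error 2.29, adjusted p = 0.144), and ACTG1P25, a transcribed processed pseudogene on chromosome 1 from 202861754 to 202875241, with -5.15 (standard error 2.34, adjusted p = 0.160). Under DESeq2, miR-182-5p had an adjusted p of 0.0254 and a log2 fold change of -4.96, within a range of adjusted p from 0.0254 to 0.793 over the settings for it. With all 40 libraries, 10 per group, the adjusted p was 0.0362 for miR-182-5p, 0.0100 for MTCO1P12 and 0.0186 for ACTG1P25, within ranges up to 0.793, 0.793 and 0.807. Random regroupings of these libraries passed as many features in 99 of 100 cases, so passing in this setting is weak evidence. MTCO1P12 gave 1.35 without replicate 3 of NG + siRAB27A, and ACTG1P25 gave -0.56 without replicate 4 of NG + scr. MTCO1P12 and ACTG1P25 share sequence with MT-CO1 and ACTG1, so the authors' counting could have entered the same reads under more than 1 name.

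miR-30a-5p gave a log2 fold change of -2.57 (standard error 1.57, adjusted p = 0.306) and miR-30b-5p -2.21 (standard error 2.33, adjusted p = 0.633). With each library left out in turn, miR-30b-5p ran from -5.19 (without replicate 1 of NG + siRAB27A) to -1.27 (without replicate 4 of NG + scr). miR-181b-5p gave 4.5 (standard error 2.39, adjusted p = 0.230) and miR-99b-5p 3.61 (standard error 2.35, adjusted p = 0.340). Without replicate 3 of NG + siRAB27A, miR-181b-5p gave 0.21. Without replicate 4 of NG + siRAB27A, miR-99b-5p gave -1.52. The lncRNAs ENSG00000260035 and ENSG00000259932, neighbours on chromosome 15 between 45198517 and 45200632, had the same count in each library of the 2 groups and -1.81 each (adjusted p = 0.686). Without replicate 3 of NG + scr, both gave 2.20, with at most 3 counts per library left in NG + scr. The names miR-128-1-5p and miR-128-2-5p were listed with 0 counts in all 20 libraries, which allows up to 3 counts in each library, so no fold change was computed for miR-128-5p.

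**Figure D2:**
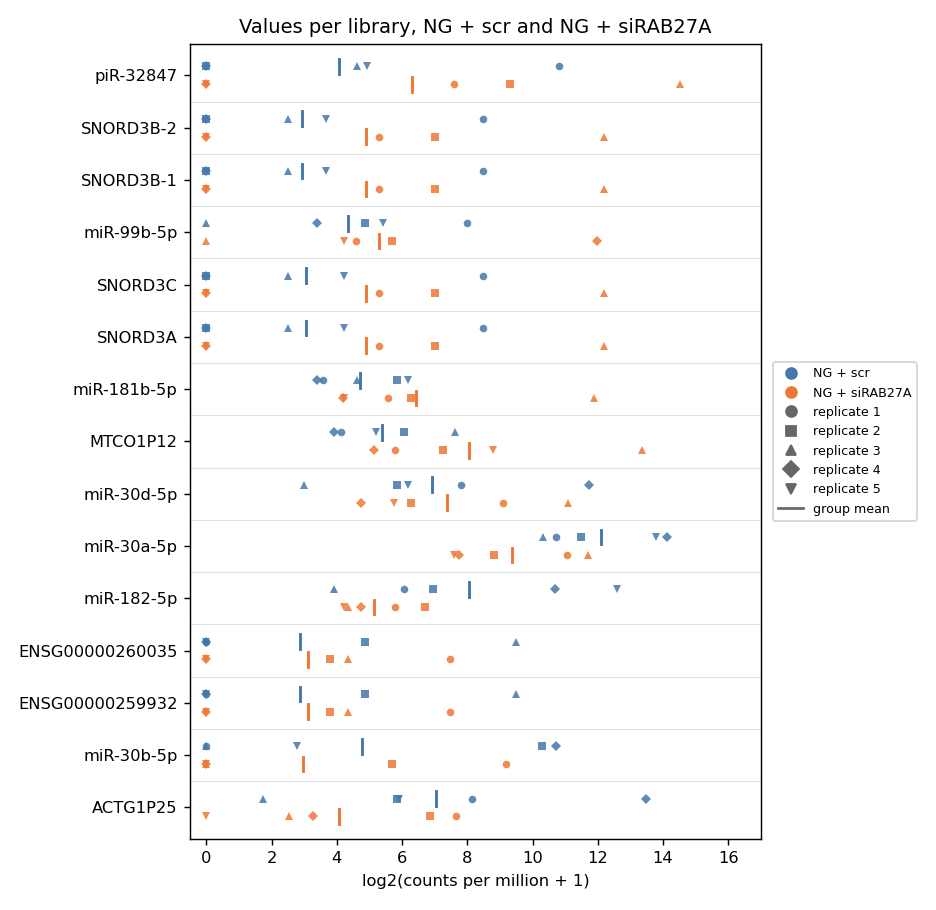
Values of the 15 ncRNAs of Fig. 2C in each library, as log2(CPM + 1) (x-axis), for NG + scr and NG + siRAB27A. Points are libraries, with marker shapes for replicates 1 to 5, and bars are group means of 5 libraries. For miR-181b-5p, replicate 3 of NG + siRAB27A, at 11.88, sits far to the right of the rest of its group.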

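Of the 14 ncRNAs in the list for HG + siRAB27A against NG + siRAB27A (Fig. 2D), 6 were higher and 8 lower, and 0 had an adjusted p under 0.05 (0.138 to 0.432, edgeR's quasi-likelihood test). With p-values adjusted over the list alone, 1 passed, and 4 had an unadjusted p under 0.05. As the study chose the list on these libraries, the former is not independent evidence. The ncRNA that passed was piR-32899, with a log2 fold change of 7.06 (standard error 2.15, adjusted p = 0.138, and 0.0246 over the list). Replicate 5 of HG + siRAB27A held 5621 of its 7117 counts in that group, and without this library its log2 fold change was 3.85. Under DESeq2, piR-32899 had an adjusted p of 0.0122, within a range from 0.0122 to 0.872 over the settings for it. piR-28085 gave 4.82 (standard error 1.89, adjusted p = 0.156), and 1.24 without replicate 4 of HG + siRAB27A. MT-TH, the mitochondrial tRNA for histidine at 12138 to 12206 of the mitochondrial genome, gave 6.05 (standard error 2.29, adjusted p = 0.144), and -0.48 without replicate 3 of HG + siRAB27A, which held 1510 of its 1527 counts there. piR-24828 gave -3.98 (standard error 1.84, adjusted p = 0.190), and -0.57 without replicate 3 of NG + siRAB27A.

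miR-101-3p gave -2.45 (standard error 1.72, adjusted p = 0.432), and its largest library held 43.6% of the group's CPM. miR-30c-5p gave 3.55 (standard error 2.07, adjusted p = 0.304), and -1.61 without replicate 4 of HG + siRAB27A, which held 1368 of its 1418 counts there. miR-126-3p gave 3.61 (standard error 2.30, adjusted p = 0.361), and 0.84 without that library. piR-23358 gave 3.26 (standard error 1.85, adjusted p = 0.290).

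**Figure D3:**
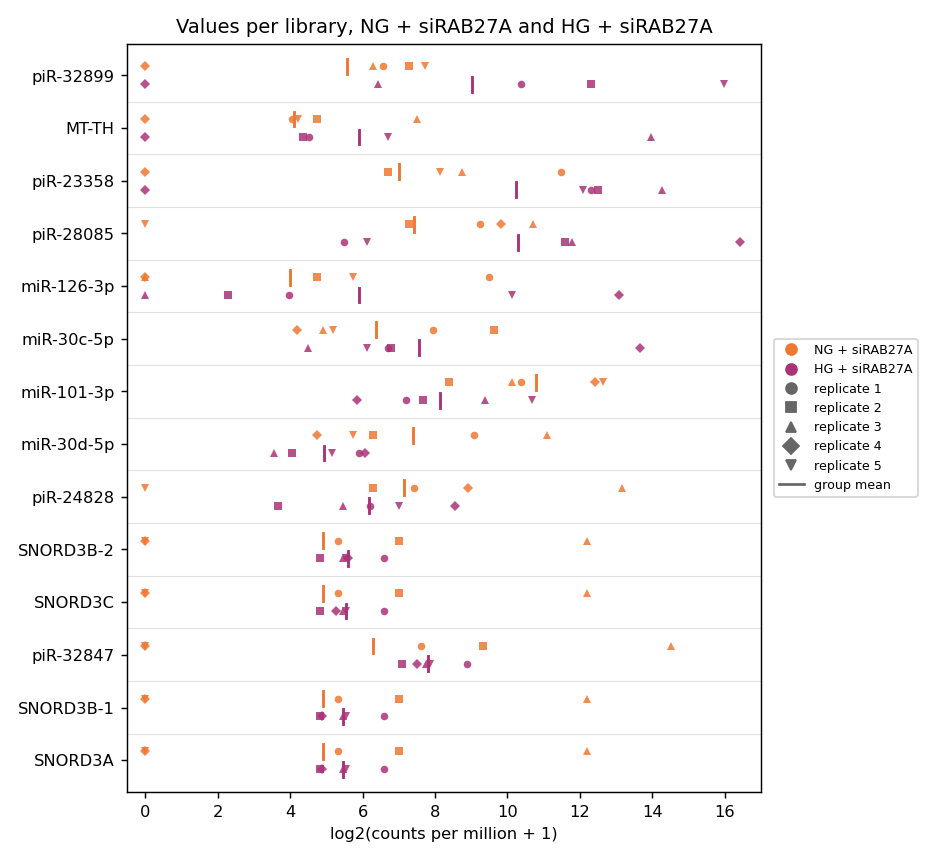
Values of the 14 ncRNAs of Fig. 2D in each library, as log2(CPM + 1) (x-axis), for NG + siRAB27A and HG + siRAB27A. Points are libraries, with marker shapes for replicates 1 to 5, and bars are group means of 5 libraries. For miR-30c-5p, replicate 4 of HG + siRAB27A, at 13.65, sits far to the right of the rest of its group.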

A distinct but partially overlapping profile was observed when comparing the effect of HG in silenced podocytes (Fig. 2D), where miRNAs (e.g. miR-30d-5p, mir-101-3p) and snoRNAs exhibited significant downregulation, contributing to a greater general downward trend in this comparison, with eight downregulated ncRNAs and six upregulated.

**Fig. 2:**
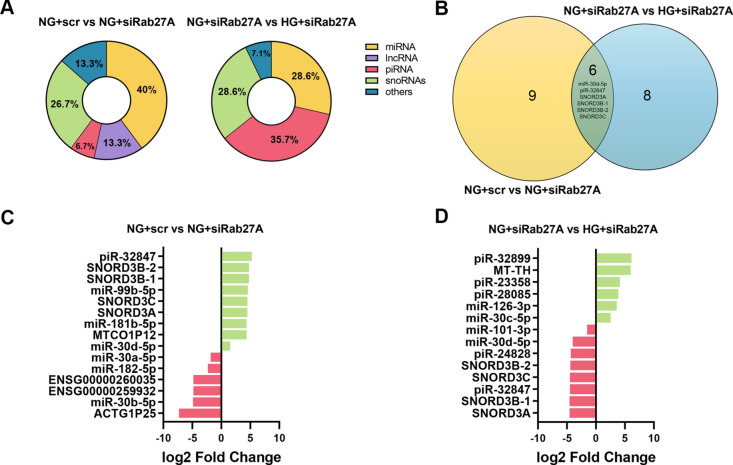
Differential small non-coding RNA (ncRNA) content of EVs from RAB27A-silenced podocytes under normal and high glucose treatments. (**A**) Distribution of differentially expressed (DE) small ncRNA biotypes across two pairwise comparisons: NG + scr vs NG + siRAB27A (left) and NG + siRAB27A vs HG + siRAB27A (right). Percentages represent the fraction of all DE ncRNAs assigned to each biotype (miRNA, lncRNA, piRNA, snoRNA, others (transcribed_processed_pseudogene, unprocessed_pseudogene, Mt_tRNA)). (**B**) Venn diagram showing the number of DE small ncRNA from NG + scr vs NG + siRAB27A (left circle, yellow) and NG + siRAB27A vs HG + siRAB27A (right circle, blue) and the common ncRNAs in both comparisons (green). (**C**) Top DE small ncRNAs for NG + scr vs NG + siRAB27A. (**D**) Top DE ncRNAs found in NG + siRAB27A vs HG + siRAB27A. Bars to the right of the vertical line indicate upregulated ncRNAs (green); bars to the left indicate downregulated ncRNAs (red). ncRNA identifiers are shown on the y-axes.

### miR-30d-5p analysis in podocytes

To further explore the potential role of miR-30d-5p in vitro, we performed gain-of-function experiments using a synthetic mimic. As a first step, transfection efficiency was confirmed through the uptake of Cy3-labelled oligonucleotides, which showed robust intracellular fluorescence (Fig. 3A), and by RT-qPCR analysis, which demonstrated a strong increase in miR-30d-5p expression compared to control cells (Fig. 3B). These results validated the experimental approach and ensured that subsequent observations could be attributed to miR-30d-5p overexpression.

**Fig. 3:**
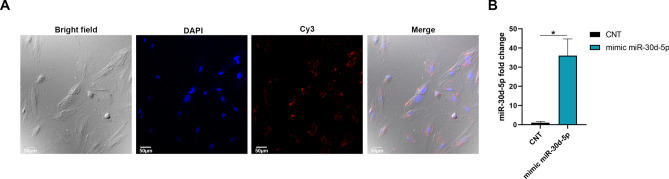
Validation of miR-30d-5p transfection efficiency in cultured podocytes. (**A**) Representative images of podocytes transfected with Cy3-labelled control oligonucleotides, showing bright field, DAPI staining of cell nuclei, Cy3 fluorescence, and merged channels, confirming successful uptake of transfected material. (**B**) RT-qPCR analysis demonstrated a robust increase in intracellular miR-30d-5p levels following transfection with a miR-30d-5p mimic compared to control group (CNT), confirming transfection efficiency. Data are shown as fold change relative to controls. Statistical significance is indicated as *p < 0.05.

RT-qPCR validation of EV miR-30d-5p levels corroborated the sequencing results: compared with NG + scr, RAB27A knockdown in podocytes cultured in normal glucose produced a marked enrichment of miR-30d-5p in EVs, whereas HG + scr did not appreciably alter miR-30d-5p abundance; importantly, the increase observed after RAB27A silencing was largely abrogated when knockdown cells were maintained in HG (HG + siRAB27A) (Fig. 4A).

**Fig. 4:**
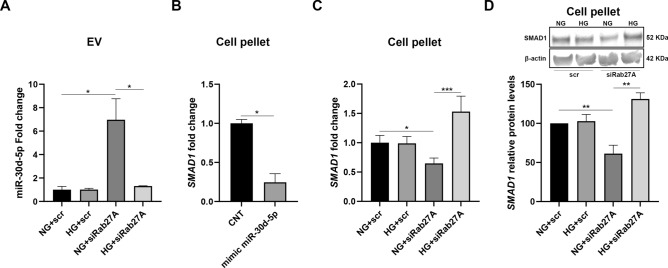
Effect of Rab27A silencing on miR-30d-5p and *SMAD1* expression in podocytes. (**A**) Relative expression of miR-30d-5p in EVs from podocytes cultured under normal glucose (NG) or high glucose (HG) conditions, with scrambled control (scr) or siRab27A transfection. (**B**) *SMAD1* expression in podocytes transfected with control (CNT) or miR-30d-5p mimic. (**C**) *SMAD1* expression in podocytes cultured under NG or HG conditions, with scr or siRab27A transfection. (**D**) SMAD1 protein levels in podocytes cultured under NG or HG conditions, with scr or siRab27A transfection. For the NG + scr or CNT group, mRNA levels are normalised to 1 and expressed as Fold change, and protein levels are normalised to 100. Fold change values were calculated relative to the NG scr or CNT conditions and normalised to appropriate endogenous controls (n = 5). Whole membranes from the Western blot are available in the supplementary material as (Fig. S3). Statistical significance is indicated as *p < 0.05, **p < 0.01, ***p < 0.001.

Given previous reports linking miR-30d-5p to the regulation of profibrotic and stress-related pathways, we next investigated whether its upregulation could influence known target genes in podocytes. In particular, SMAD1, a predicted and experimentally supported target of miR-30d-5p, was selected for further analysis.

Furthermore, forced overexpression of miR-30d-5p produced a significant reduction in *SMAD1* mRNA relative to control transfection (Fig. 4B), supporting that *SMAD1* is a miR-30d-5p target in these cells. Finally, analysis of *SMAD1* across glucose and Rab27A silencing conditions showed that *SMAD1* transcript levels were modulated by Rab27A knockdown and glucose stress (Fig. 4C). SMAD1 protein expression levels mirrored the trend observed at the mRNA level. Specifically, silencing of Rab27A resulted in a clear reduction in its protein abundance compared to control conditions. In contrast, when Rab27A-silenced podocytes were exposed to glucose treatment, protein levels increased relative to the silenced condition, indicating a partial recovery consistent with the transcriptional data (Fig. 4D and Fig. S4). These findings confirm that the regulation observed at the mRNA level is translated into corresponding changes in protein expression.

## Discussion

Podocyte injury is a key event in the onset and progression of glomerular damage in DN. As key components of the glomerular filtration barrier, podocytes rely on finely tuned intra- and intercellular communication to preserve glomerular homeostasis. EVs are critical mediators of this communication, by transferring bioactive molecules such as proteins, lipids, and nucleic acids between renal cells^22^. In this framework, small GTPases of the Rab family, including RAB27A, are crucial for vesicular trafficking and exocytosis, and their dysregulation may profoundly influence podocyte function and contribute to disease pathology^23,24^. Building on our previous work on Rab-Rabphilin system in podocytes, this study examines how RAB27A silencing in human podocytes exposed to hyperglycaemic conditions alters the ncRNAs composition of their secreted EVs.

Firstly, EVs characterisation confirmed that vesicles isolated from cultured podocytes fulfils standard criteria for small EVs showing a 90–120 nm size range, enrichment for canonical tetraspanins (CD63, CD9, CD81) and syntenin, and minimal contamination by the endoplasmic reticulum marker calnexin. These quality-control results provide a robust foundation for interpreting downstream RNA cargo analyses and align with current EV research recommendations^13^.

Regarding the role of Rab27a in the sorting of the vesicle cargo, reviews of Rab27 effectors emphasise that Rab27 proteins interact with multiple effectors to guide secretory vesicles to specific membrane fusion sites, supporting their role in selective cargo sorting defects following Rab27A knockdown^8^. 

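The effect of the siRNA was also read in HG medium, where the libraries labelled HG + siRAB27A were compared with HG + scr in the same fit. Of the 948 features, 0 had an adjusted p under 0.05 (edgeR's quasi-likelihood test, smallest value 0.0846), and 249 had an unadjusted p under 0.05, 118 of them higher and 131 lower. Random splits of the same libraries gave 249 or more in 62 of 100 cases, the real split included. Among the miRNAs, 16 of 82 had an unadjusted p under 0.05, with 4 higher and 12 lower. DESeq2 gave 8 features with an adjusted p under 0.05.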

Our transcriptomic analysis demonstrates that RAB27A depletion in human podocytes markedly reshapes the small ncRNA cargo of secreted EVs, including significant changes in miRNA profiles such as miR-30d-5p. Previous studies similarly link RAB27A to both EV secretion and cargo composition. For instance, Guo et al. demonstrated that RAB27A knockdown in melanoma cells leads to profound changes in exosome proteomic composition modulating metastatic potential of cancer cells^25^. Focusing in a renal environment, Liu et al. reported that RAB27A governs the release of albumin-containing exosomes in renal epithelial cells, suggesting a selective role in the trafficking or loading of specific protein cargos^26^. Wang et al. showed that RAB27A-dependent exosome secretion controls the export of miR-127-3p in renal carcinoma cells, linking RAB27A activity to selective miRNA packaging^27^. Together, our data reveal that RAB27A depletion in human podocytes alters the small ncRNA landscape of EVs, reinforcing the notion that RAB27A is a key regulator of both the quantity and qualitative composition of EV cargoes.

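The sequencing values behind these conclusions came mostly from single libraries. The paper's RT-qPCR of miR-30d-5p in EVs (Fig. 4A) is separate from them and was not re-analysed here. For 27 of the 29 entries of Fig. 2C and 2D, 1 library held over 50% of the CPM of the group with the higher value in the paper, and for 22 entries it held over 80%. The median over the entries was 96.2%, with a range from 43.6% to 99.1%. The same held across the table, since for 608 of the 948 tested features (64.1%) a single library held over 50% of the CPM of all 20. The median tested feature had no count in 12 of the 20 libraries.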

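Of the 82 miRNAs tested, 0 had an adjusted p under 0.05 in NG + siRAB27A against NG + scr or in HG + siRAB27A against NG + siRAB27A (edgeR's quasi-likelihood test), and 11 and 12 had an unadjusted p under 0.05. In both comparisons 2 miRNAs had an unadjusted p under 0.05, miR-155-5p and miR-19a-3p, which are named here after their values were seen. The miR-30 family shares its 5' end, so reads could be counted on another member or on more than 1. Counted from 1 at the 5' end of miR-30d-5p, miR-30a-5p differs from it by C12T and miR-30e-5p by C12T and C13T. miR-30e-5p had a log2 fold change of 3.44 (standard error 2.06, adjusted p = 0.297) in NG + siRAB27A against NG + scr, with 203 of its 240 counts in replicate 3 of NG + siRAB27A, and at most 3 counts in each library labelled HG + siRAB27A. In HG + siRAB27A against NG + siRAB27A, miR-30a-5p gave 1.82 (standard error 1.53, adjusted p = 0.536) and miR-30b-5p gave -1.05 (standard error 2.25, adjusted p = 0.946).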

Among the small ncRNAs affected by RAB27A depletion, miR-30d-5p was the only miRNA consistently altered across the groups of interest. 

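miR-30d-5p had counts of 41, 6, 3, 723 and 12 in replicates 1 to 5 of NG + scr, and of 70, 6, 451, 3 and 3 in the libraries labelled NG + siRAB27A. In HG + scr the counts of miR-30d-5p were 89, 121, 239, 1 and 498, and in HG + siRAB27A they were 8, 4, 1, 7 and 3. On the log2(CPM + 1) scale its mean was 6.91 ± 3.20 in NG + scr, 7.38 ± 2.62 in NG + siRAB27A, 9.07 ± 3.20 in HG + scr and 4.94 ± 1.11 in HG + siRAB27A (SD, n = 5 each). The difference between the NG groups, 0.47, was smaller than the spread between replicates (two-sided exact permutation test, p = 0.802). Between the silenced groups, HG + siRAB27A was lower by 2.45 than NG + siRAB27A (exact permutation test, p = 0.103). In the HG groups, HG + siRAB27A was lower by 4.13 than HG + scr (exact permutation test, p = 0.0397). Adjusted over the 116 tests of this kind the value is 1.00 by the Benjamini-Hochberg method, but the smallest exact p of 5 libraries against 5 becomes 0.921 when 1 of 116 tests reaches it, so this adjustment could not have passed a single difference. In the fit of the 4 groups the log2 fold change of miR-30d-5p between the HG groups was -5.58 (standard error 2.27, adjusted p = 0.111 from edgeR's quasi-likelihood test), with an adjusted p of 0.0229 with all 40 libraries and a range from 0.00633 under DESeq2 to 0.653 over the settings for it. Random regroupings of the 40 libraries passed as many features in 99 and 79 of 100 cases for the paper's comparisons in turn. They were not run between the HG groups. For miR-30d-5p, HG + scr against NG + scr gave 1.26 (standard error 1.89, adjusted p = 0.751), and -0.33 without replicate 5 of HG + scr. The interaction of glucose and siRAB27A for miR-30d-5p was -5.19 (standard error 2.79, adjusted p = 0.218). The paper also measured miR-30d-5p in EVs by RT-qPCR (Fig. 4A), which these libraries do not cover. It reports an enrichment in NG + siRAB27A that was largely lost in HG + siRAB27A.

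**Figure D4:**
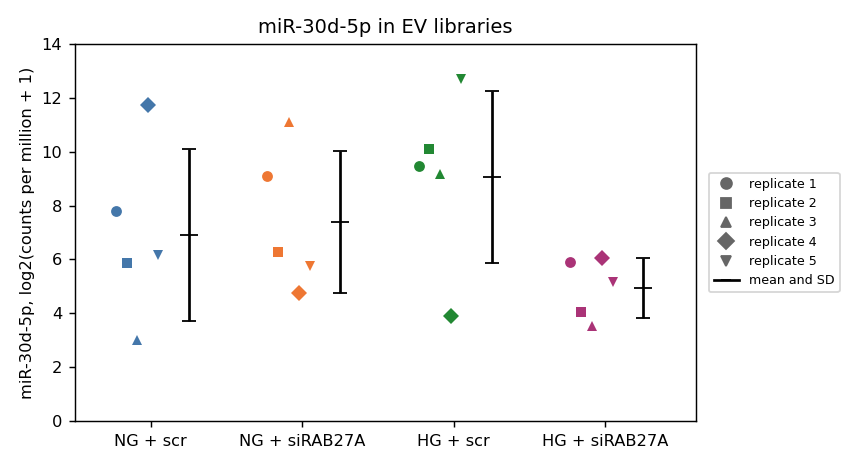
miR-30d-5p in the 4 groups (x-axis), as log2(CPM + 1) in each EV library (y-axis). Points are the 5 libraries of a group, with marker shapes for replicates 1 to 5, and the bars beside them are the mean and SD. HG + siRAB27A lies between 3.54 and 6.06, and the other 3 groups each span more than that.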

Interestingly, this effect was modulated by glucose stress: RAB27A knockdown increased EV miR-30d-5p under NG but diminished or reversed it under HG. Such modulation aligns with prior reports that hyperglycaemia remodels podocyte EV biology. For example, EVs from HG-treated podocytes carry distinct miRNA signatures that induce tubular dedifferentiation and injury, indicating that metabolic cues reshape EV cargo with functional implications across the nephron^17^. Similarly, studies showing miR-221-mediated tubular dedifferentiation driven by podocyte EVs in DN highlight that EV miRNA composition is both pathogenic and context-dependent^28^. These observations support a model in which metabolic stressors such as hyperglycaemia alter the miRNA-sorting machinery or trafficking pathways dependent on RAB27A, thereby reprogramming EV-mediated intercellular signalling within the glomerulus. In line with this, evidence from non-renal systems similarly indicates that RAB27A governs selective miRNA secretion^27^, suggesting that RAB27A-dependent mechanisms of miRNA loading and release are conserved across cell types.

Recent studies show that inhibiting miR-30d-5p enhances mitochondrial autophagy and mitigates HG-induced podocyte injury, indicating its maladaptive role under metabolic stress^29,30^. Consistently, our previous work demonstrated that RAB27A silencing under hyperglycaemia protects podocytes by restoring synaptopodin and nephrin levels, reducing apoptosis, and normalizing CD63 distribution^12^. Taken together, these findings raise the possibility that the beneficial effects of RAB27A depletion may partly result from reduced secretion of miR-30d-5p-enriched EVs, thereby limiting the pathogenic intercellular signalling. Overall, our data support a model in which RAB27A regulates both the quantity and quality of podocyte EVs, influencing the intercellular transmission of stress-related miRNAs such as miR-30d-5p and preserving glomerular homeostasis under hyperglycaemic conditions.

Given that miR-30d-5p was the most consistently altered EV miRNA and its modulation paralleled protective effects under RAB27A silencing, we investigated potential downstream targets. As shown by the miRNA target prediction databases and by prior studies, members of the miR-30 family, including miR-30d-5p, can target SMAD1^31,32^. Wu et al. demonstrated that miR-30 species bind the 3′ UTR of Smad1 and reduce its functional expression^33^. Notably, miR-30d-5p has been linked to podocyte protection, and its downregulation correlates with injury, supporting the biological relevance of the miR-30d-5p–SMAD1 axis in podocyte homeostasis^29,30^. Since BMP-7–SMAD1/5/8 signalling promotes renal repair and opposes profibrotic TGF-β/SMAD2/3 pathways, alleviation of miR-30d-5p–mediated repression may enhance protective BMP-SMAD signalling in the kidney^34–36^.

Interestingly, this interpretation aligns with our data: under glucose stress, RAB27A silencing reduces miR-30d-5p and preserves or increases SMAD1 expression, consistent with enhanced BMP–SMAD1–mediated protective signalling and our prior finding that RAB27A knockdown mitigates podocyte injury under glucose stress^12^. Another recent work by Hong et al*.* demonstrated that LRG1 promotes diabetic kidney disease progression by enhancing TGF-β–induced angiogenesis through ALK1–SMAD1/5/8 activation in glomerular endothelial cells^37^. In that model, excessive activation of the SMAD1/5/8 axis was associated with endothelial dysfunction, glomerular hypertrophy, and podocyte loss, whereas LRG1 ablation restores renal function. These findings the dual, context-dependent nature of SMAD1 signalling in the kidney. While excessive SMAD1 activation in endothelial cells may contribute to maladaptive angiogenesis and glomerular injury, controlled SMAD1 activity in podocytes might support cytoskeletal integrity and antifibrotic responses. In line with this interpretation, our results showing decreased miR-30d-5p and concomitant upregulation of SMAD1 upon RAB27A silencing under HG stress suggest that the restoration of SMAD1 signalling could represent an adaptive, protective mechanism mitigating podocyte injury in this context.

This study presents several limitations. Transient transfection restricts the timeframe for assessing silencing effects, limiting experimental observations duration. Moreover, although the experiments were carried out in an immortalised human podocyte line that reproduces key features of DN, this in vitro model cannot fully capture the complexity of the in vivo environment. In addition, RAB27A silencing, involved in EV secretion, inevitably reduced the vesicle yield available for experimental use, constraining downstream analyses. Future validation through podocyte-specific Rab27a silencing in animal models will be crucial to strengthen the translational relevance of these findings. Despite these limitations, this work provides a valuable framework for future investigations aimed at understanding the role of Rab27A silencing and its influence on vesicular trafficking in DN.

In summary, the present study suggests that both RAB27A and glucose stress can be involved in the regulation of the ncRNA composition of podocyte‑derived EVs and identifies miR‑30d‑5p as a candidate mediator interacting with SMAD1 in the context of glucose stress (Fig. 5). The dependence of this sorting behaviour on metabolic state, highlights an underappreciated nexus between intracellular trafficking and extracellular communication in DN. Addressing the mechanistic details and in vivo consequences of Rab27A‑dependent EV secretion will be important next steps to evaluate both biomarker potential and therapeutic tractability in DN.

**Fig. 5:**
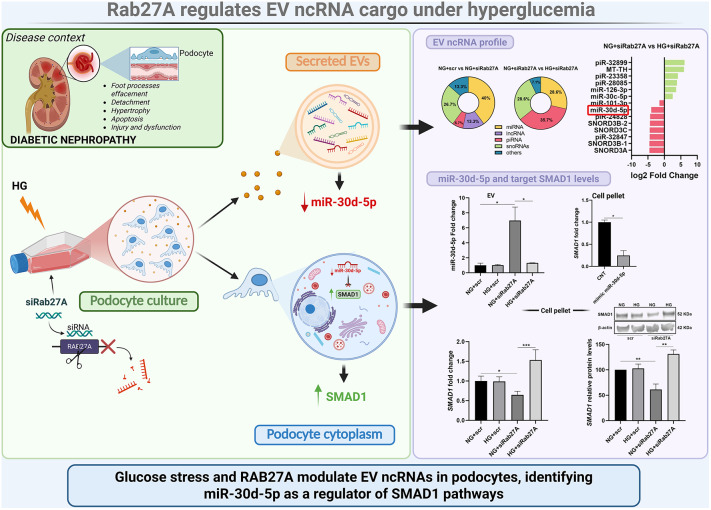
Schematic representation of Rab27A silencing and HG exposure on EV ncRNA profile. The results show the altered ncRNAs under silencing and treatment with glucose and reveal miR-30d-5p as a downregulated miRNA. Further analysis show how one target of miR30d-5p, SMAD1, is altered under silencing and HG at both mRNA and protein levels. CNT, control; EV, extracellular vesicle; HG, high glucose; ncRNA, non-coding RNA; NG, normal glucose; scr, scramble; siRNA, small interfering RNA; siRab27A, siRNA of Rab27A. Created with BioRender.com

## Material and methods

### Podocyte cell culture

Conditionally immortalised human podocytes (cell line AB8/13), kindly provided by Prof. Moin Saleem (Children’s Renal Unit and Academic Renal Unit, University of Bristol, Southmead Hospital, Bristol, UK), were used for the experiments. At 33 °C, the SV40 T antigen is active, allowing cell proliferation. Upon shifting to 37 °C, the transgene is inactivated, leading to growth arrest and cellular differentiation^38^.

Cells were cultured on collagen type I-coated (Gibco, Thermo-Fisher Scientific, Waltham, MA, USA) flasks or plates in the Roswell Park Memorial Institute (RPMI) medium 1640 supplemented with 10% fetal bovine serum (FBS), 1% penicillin-streptomycin (both from Biowest, Nuaillé, France), and 1% insulin-transferrin-selenium (ITS, Gibco, Thermo-Fisher Scientific, Waltham, MA, USA). They were maintained at 33 °C until reaching 80% confluence, then trypsinised and reseeded at 70% confluence for differentiation that was induced by incubating cells at 37 °C with 2% FBS for 10–14 days. All cultures were kept in a humidified incubator with 5% CO₂ and 95% air (BINDER, VWR International, Radnor, PA, USA). Differentiated podocytes were used to perform all experiments.

### Transfection of siRNAs and glucose treatment

As reported previously by our group, podocytes were transiently transfected with siRNA targeting the RAB27A gene using Lipofectamine 3000 (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA) in serum-free Opti-MEM® Gibco, Thermo-Fisher Scientific, Waltham, MA, USA) according to the manufacturer’s protocol^12^. A pre-designed siRNA specific for RAB27A (Silencer™ Select, ID: s11693, Ambion, Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA) was used. Transfection efficiency was monitored using a Cy3™ Dye-Labeled Negative Control siRNA (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA). As controls, cells were transfected with a scrambled siRNA (scr) (Silencer™ Select Negative Control, Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA) and a GAPDH-targeting siRNA as a positive control (Silencer™ Select GAPDH siRNA, ID: 4404024, Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA). Transient Rab27a silencing was verified at both the mRNA and protein levels and is available in reference^12^ as well as in the supplementary material (Figs. S4, S5).

After 24 h, the transfection medium was replaced with RPMI containing 1% penicillin–streptomycin and ITS. Cells were then treated with either normal glucose (NG; 5.5 mM) or high glucose (HG; 30 mM) concentrations (D-( +)-Glucose; Sigma Aldrich, St. Louis, MO, USA) and incubated for an additional 24 h at 37 °C.

### Transfection of synthetic miRNA mimics

Podocytes were transfected with miR-30d-5p mimic (hsa-miR-30d-5p Ambion™ mirVana™ miRNA Mimic ID: MC10756 ; Thermo Fisher Scientific, Waltham, MA, using Lipofectamine 3000 (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA) and Opti-MEM® (Gibco, Thermo Fisher Scientific, Waltham, MA, USA), the appropriate negative controls for mimic transfections (Ambion™ mirVana™ miRNA mimic negative control #1, ID: 4464058 from Thermo Fisher Scientific, Waltham, MA, USA) and culture medium without antibiotics, following the manufacturer’s instructions. After 24 h, transfection medium was replaced and treatments with glucose were performed as described above, and cells were incubated for 24 h at 37 °C.

### Size exclusion chromatography

Exosome isolation was performed using IZON size exclusion chromatography columns (qEVoriginal, Izon Science, Lyon, France). First, cell culture medium was recovered and centrifuged at 2,250 g for 30 min to remove apoptotic bodies and cell debris. Supernatant was then concentrated at 4,000 g for 15 min using 100 kDa cut-off Amicon Ultra 15 de 50 mL tubes (Millipore, Burlington, Massachusetts, USA). Once concentrated, samples were passed through the columns previously calibrated with phosphate-buffered saline (PBS) and fractions from 6 to 11 were recovered and concentrated again employing Amicon Ultra-4 Centrifugal Filter 10 kDa (Millipore, Burlington, Massachusetts, USA) at 4,000 g for 20 min. Isolated EVs were stored at −80 °C for further analysis.

### Tunable resistive pulse sensing (TRPS)

EVs derived from cell culture supernatants were analysed using an Exoid platform based in tunable resistive pulse sensing (TRPS) (Izon Science Ltd., Lyon, France). Prior to sample analysis, the nanopore (NP250) was calibrated with Izon calibration particles (TKP200, mean diameter 215 nm) to establish baseline parameters for size and concentration. EV suspensions were diluted in 0.22 µm filtered PBS and introduced into the measurement cell. Translocation of individual EVs through the nanopore was driven by carefully adjusted combinations of pressure, applied voltage, and nanopore stretch, optimised to achieve stable event rates within the target detection window. Calibration bead measurements were performed before and after EV runs to ensure accuracy and reproducibility. Each sample was run in triplicate. Data quality was continuously assessed through monitoring of baseline current stability, noise levels, and consistency of blockade profiles. Data were recorded and analysed using Izon Control Suite software v3.4 (Izon Science Ltd., Lyon, France; https://support.izon.com/how-can-i-get-the-latest-software-release).

### Homogenization of samples, gel electrophoresis and western blotting

Podocyte pellets and derived EVs were lysed in RIPA buffer (Thermo Fisher Scientific, Waltham, MA, USA) supplemented with a protease inhibitor cocktail (Sigma-Aldrich, St. Louis, MO, USA). Supernatants were centrifuged at 17,000 × g for 10 min at 4 °C, and the resulting supernatant was collected. Protein concentrations were determined using the Lowry method with bovine serum albumin (BSA) as the standard.

Proteins were separated on NuPAGE 4–12% polyacrylamide gels (Invitrogen, Carlsbad, CA, USA) and transferred onto polyvinylidene difluoride (PVDF) membranes. Membranes were blocked overnight and subsequently incubated with primary antibodies for 2 h at room temperature. For Rab27A and SMAD1 determination, mouse monoclonal anti-Rab27A (1:500, Abcam) and rabbit polyclonal anti-SMAD1 (1:3,000, Proteintech) were used and mouse monoclonal anti-β-actin antibody (1:6,000, Sigma-Aldrich) was used as a loading control. To characterize EV fractions, membranes were probed with the primary antibodies: rabbit monoclonal anti-CD9 (1:1000, Abcam), mouse monoclonal anti-CD63 (1:200, Abcam), mouse monoclonal anti-CD81 (1:250, Abcam), mouse monoclonal anti-syntenin (1:500, OriGene), rabbit monoclonal anti-calnexin (1:1000, Abcam).

After washing with Tris-buffered saline containing 0.1% Tween 20 (TBS-T; 20 mM Tris–HCl, 150 mM NaCl), membranes were incubated for 1 h at room temperature with alkaline phosphatase-conjugated anti-rabbit IgG or anti-mouse IgG secondary antibodies (Sigma-Aldrich, St. Louis, MO, USA). Membranes were then washed three times with TBS-T followed by TBS, and signal development was performed using 5-bromo-4-chloro-3-indolyl phosphate/nitro blue tetrazolium (BCIP/NBT; Sigma-Aldrich). Finally, band intensities were digitized using ImageQuant™ 7.0 TL software (https://info.cytivalifesciences.com/image-analysis-software.html).

### Super‐resolution microscopy

To investigate the expression of tetraspanins on the surface of EVs derived from podocytes, Super-Resolution Microscopy analysis was performed. Images were acquired with Nanoimager S Mark II system (Oxford Nanoimaging (ONI), Oxford, UK) equipped with a 100 × , 1.4NA oil immersion objective, an XYZ closed‐loop piezo 736 stage, and dual or triple emission channels split at 640 and 555 nm. Sample preparation was carried out according to previously described protocols^39,40^. EVs were stained with antibody reagents provided in the EV Profiler Kit (ONI, Oxford, UK). In brief, 7 µL of EV suspension were combined with 2 µL of blocking buffer (PBS supplemented with 5% BSA) and 1 µL of the antibody cocktail (anti-CD9-Atto488, anti-CD63-Alexa555, and anti-CD81-Alexa647) and incubated overnight at 4 °C.

On the following day, the mixture was deposited onto a pre-coated well and incubated for 1 h to allow vesicle attachment. Then, wells were washed twice with PBS and fixed with a fixative present in the Kit, before adding ONI B-Cubed Imaging Buffer (ONI, Oxford, UK). Super-resolution images were acquired in dSTORM mode using total internal reflection fluorescence (TIRF). Single-molecule datasets were filtered with NimOS software (v1.18.3, ONI; https://help.oni.bio/portal/en/kb/articles/nimos-overview), further processed with the Collaborative Discovery (CODI) online analysis platform (www.alto.codi.bio, ONI), and corrected for drift using version 0.2.3 of the correction algorithm^40^.

### RNA extraction

Total RNA, including small RNA fractions, was isolated from podocyte pellets using the miRNeasy Mini Kit (Qiagen, Hilden, Germany) and from podocyte-derived-EVs using the Total Exosome RNA and Protein Isolation kit (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA), following the manufacturer’s protocol. RNA yield and purity were quantified with a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). All RNA preparations were stored at − 80 °C until further use. For mRNA expression analysis, reverse transcription was performed using the Ready-To-Go You-Prime First-Strand Beads kit (GE Healthcare, Buckinghamshire, UK) according to the supplied instructions. For miRNA profiling, cDNA synthesis was carried out from 2 µL of total RNA employing the TaqMan™ Advanced miRNA cDNA Synthesis Kit (Applied Biosystems, Foster City, CA, USA). Resulting cDNA samples were preserved at − 80 °C until subsequent analyses.

### Small RNA library preparation, and next-generation sequencing

Libraries were prepared from 6 μL of total RNA per sample using the Small RNA-Seq Library Prep Kit (Lexogen GmbH, Vienna, Austria), following a protocol optimised for low-input samples^41^. After adapter ligation and cDNA amplification, libraries were size-selected (122–200 bp) on a 3% agarose gel using the Pippin Prep Automated DNA Size Selection system (Sage Science, Beverly, MA, USA), purified, concentrated, and quantified by Quantitative real-time polymerase chain reaction (RT-qPCR). Library quality was assessed by capillary electrophoresis on the QIAxcel Advanced System (Qiagen, Hilden, Germany). Individual libraries were normalised to 4 nM, pooled, and sequenced on the HiSeq X™ Ten platform (Illumina, San Diego, CA, USA) using 150-cycle paired-end reads.

Small RNA and RNA expression levels were quantified with the featureCounts function from the Rsubread package (Bioconductor, R;^42^) after trimming with Trim Galore! (https://www.bioinformatics.babraham.ac.uk/projects/trim_galore/) and alignment to the GRCh38 reference genome with STAR^43^. Annotation was performed using the GENCODE database for coding and ncRNAs, and miRBase, piRNAbank, and Ensembl for miRNAs and other small RNA species (snRNA, snoRNA, rRNA, piRNA).

RNA species with a base mean > 5 and detected in ≥ 3 samples with at least 1 read were retained. Differential expression analyses were performed with DESeq2^44^. P-values were adjusted using the Benjamini–Hochberg procedure, with FDR < 0.05 considered statistically significant. RNA-sequencing data generated in this study have been deposited in the Gene Expression Omnibus (GEO) under accession number **GSE310639**. The dataset contains raw and processed sequencing files obtained from EV RNA isolated from cell culture supernatant, together with the associated metadata. Data were prepared and submitted following GEO requirements to ensure transparency and reproducibility. The deposited files can be accessed freely for secondary analysis and validation purposes through the GEO repository.

### Quantitative real-time polymerase chain reaction (RT-qPCR)

Quantitative real-time polymerase chain reaction (RT-qPCR) was carried out on a LightCycler® 480 II system (Roche, Mannheim, Germany). Primers for mRNA analyses were designed with Primer3. For each assay, the appropriate primer pair was combined with Qiagen Multiplex PCR Master Mix and LC Green reagent (Qiagen, Hilden, Germany) and 2 µL of diluted cDNA was added to the reaction mixture.

For miRNA validation and overexpression analyses in cellular pellets and exosomes derived from podocyes, a TaqMan™ Small RNA Assay Protocol was followed. Briefly, a mix containing 1.33 μL of diluted cDNA, TaqMan™ Universal Master Mix II (no UNG), and specific TaqMan™ microRNA assay probe for miR-30d-5p (ID: 000420; Applied Biosystems, Foster City, CA, USA) was used.

All reactions were performed in triplicate and included suitable positive and negative controls, including a non-template control. Amplicon specificity was confirmed by melting-curve analysis. β-Actin (ACTB) and β2-microglobulin (B2MG) were used as endogenous reference genes for mRNA normalization, and cel-miR-39-3p (ID: 000200) served as an external spike-in control for miRNA assays. Relative expression levels were calculated using the comparative 2^ − ΔΔCt method (Ct = threshold cycle) and are reported as fold change (FC) relative to the mean expression of the reference genes.

### miRNA target predictions

The targets for miR-30d-5p were predicted using TargetScan, miRDB and miRTarBase. TargetScan identifies canonical miRNA seed matches and evaluates their evolutionary conservation and context scores. Only conserved sites with a context score < 0.05 were considered significant targets. miRDB uses the MirTarget machine-learning algorithm, trained on experimentally validated miRNA–mRNA pairs to recognize post-transcriptional regulation sequences. Only targets with a confident score > 60 were included. miRTarBase compiles experimentally validated interactions integrating evidence from both low- and high-throughput assays. For reliability, only targets supported by more than one validation method or one publication were selected. Targets were selected based on their overlap among the three databases to ensure reliability and methodological consistency.

### Statistical analysis

Statistical analyses were conducted using the edgeR Bioconductor package for sequencing data, and GraphPad Prism (v.9.0) and SPSS software (v.20; https://www.ibm.com/products/spss-statistics) for the RT-qPCR analyses. The normality of variables was assessed with the Shapiro–Wilk test. Data was expressed as FC or log2 FC for continuous variables or as percentages for categorical variables. For RT-qPCR validation comparisons between two groups were performed using either Student’s t-test or the Mann–Whitney U test, depending on the data distribution. Graphs were carried out using GraphPad Prism (v.9.0) and VennDiagram packages. The *p*-values for sequencing data were adjusted using Benjamini–Hochberg method. *p* < 0.05 was considered statistically significant.

## Supplementary Information

Supplementary Information.

## Data Availability

The raw small RNA-seq data presented in this study are available in the GEO repository under accession number GSE310639 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE310639).

# Supplementary material for: RAB27A silencing modulates miR-30d-5p expression and extracellular vesicle non-coding RNA cargo in diabetic podocytes
**Source:** Sci Rep. 2026 Apr 24;16:19051. doi: 10.1038/s41598-026-49921-1
**Supplement:** Supplementary file 1 — Supplementary Information.

*Research article*

*RAB27A* silencing modulates miR-30d-5p expression and extracellular vesicle non-coding RNA cargo in diabetic podocytes

Olga Martinez-Arroyo^1$*^, Ana Flores-Chova^1$^, Lesley Escriva^1^, Marta Mendez-Debaets^1^, Sergio Martinez-Hervas^2,3,4,5^, Cristina Grange^6^, Benedetta Bussolati^6^, Maria Jose Forner^1,4,7^, Josep Redon^1,8^, Raquel Cortes^1,5‡^, Ana Ortega^1,9‡*^

$ These authors contributed equally and share first authorship

‡ These authors contributed equally as senior authors to this work

**SUPPLEMENTARY MATERIAL**

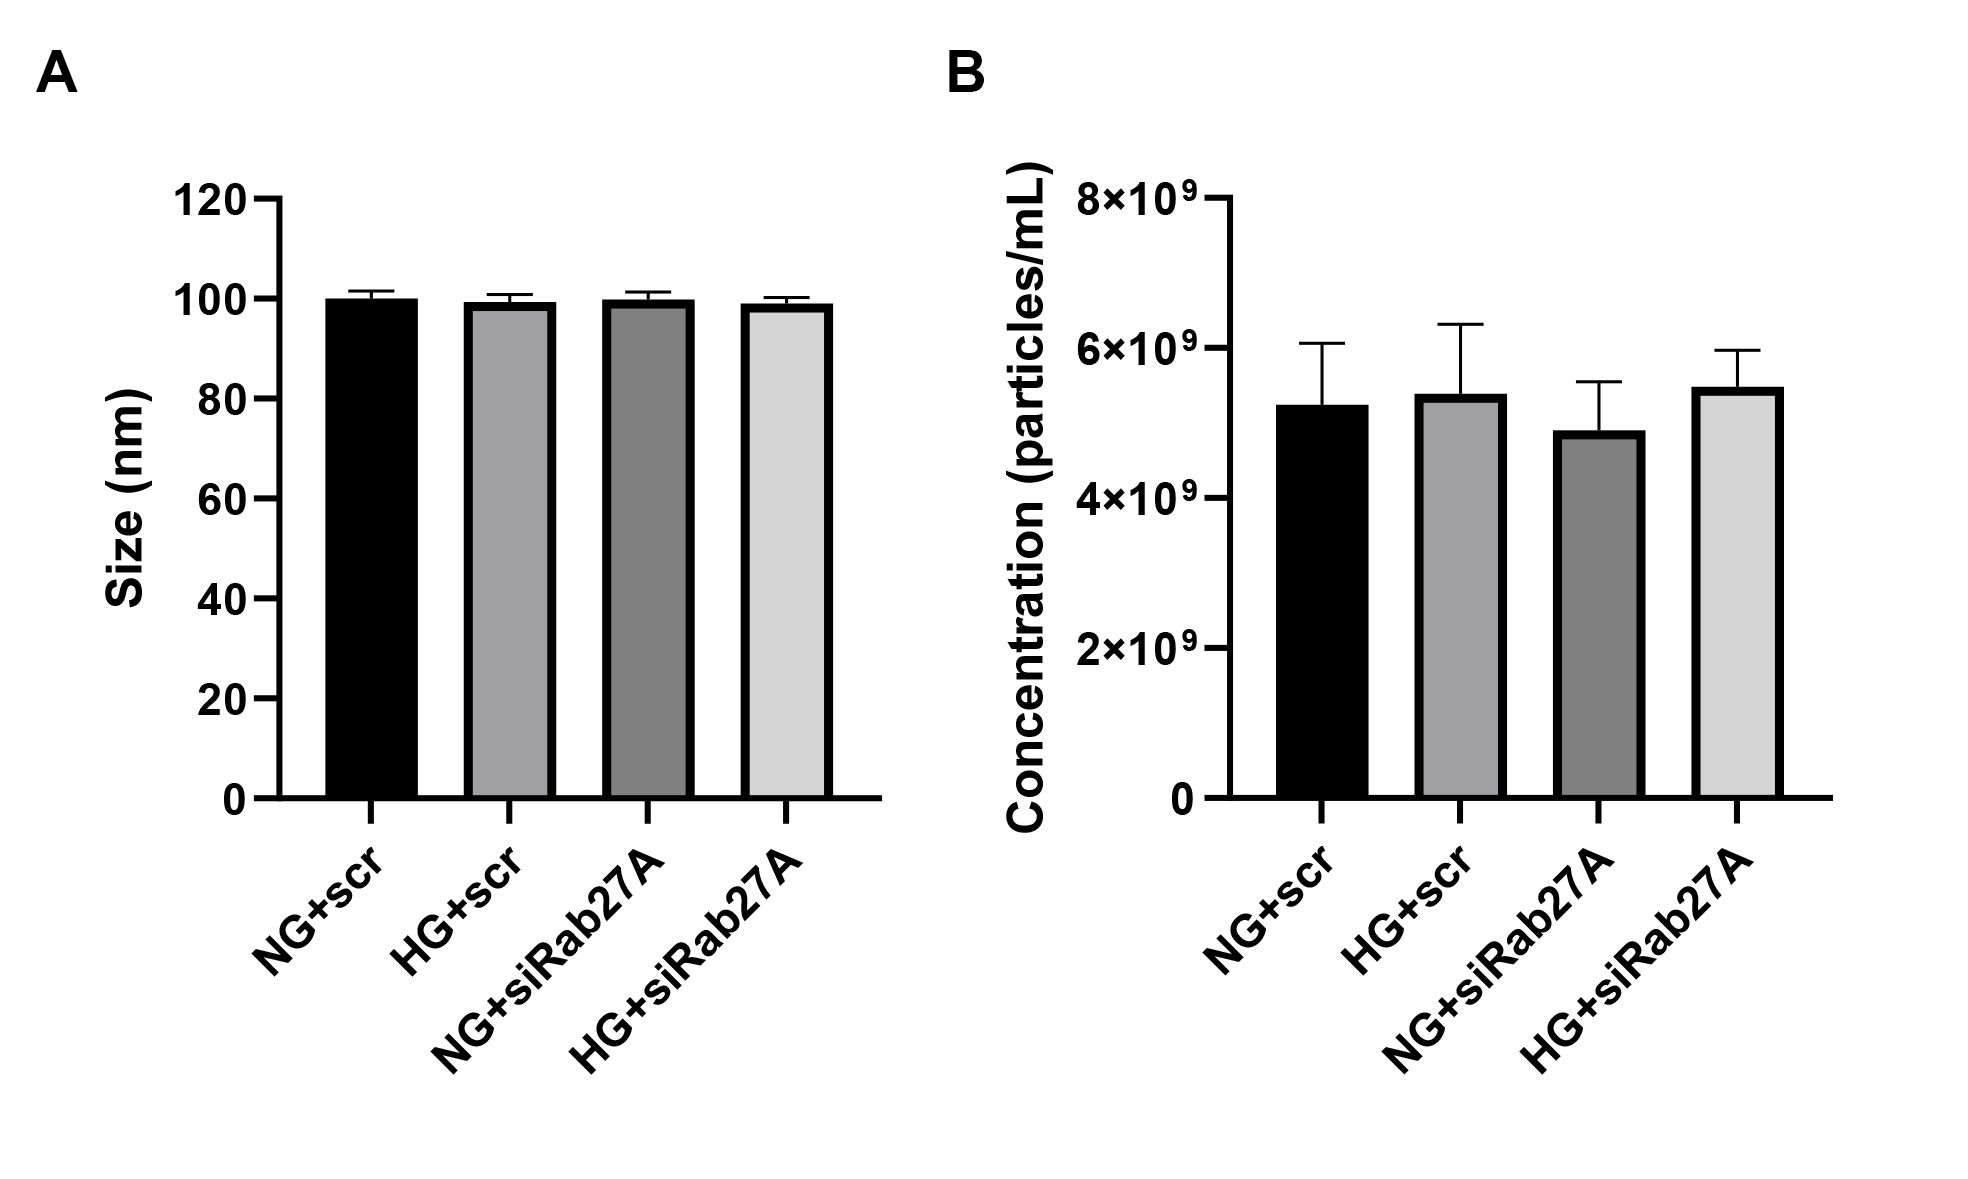

**Figure S1. Size and particle concentration in the different experimental conditions. A** Size (nm) of EVs isolated from glucose treated and/or silenced podocytes. **B.** Concentration, expressed in particles/mL in EV samples from glucose treated and/or silenced podocytes. CNT scr, Control scramble; siRab27A, Rab27A silenced. Data are shown as mean ± SEM (standard error of the mean). N = 5 biological replicates for each group.

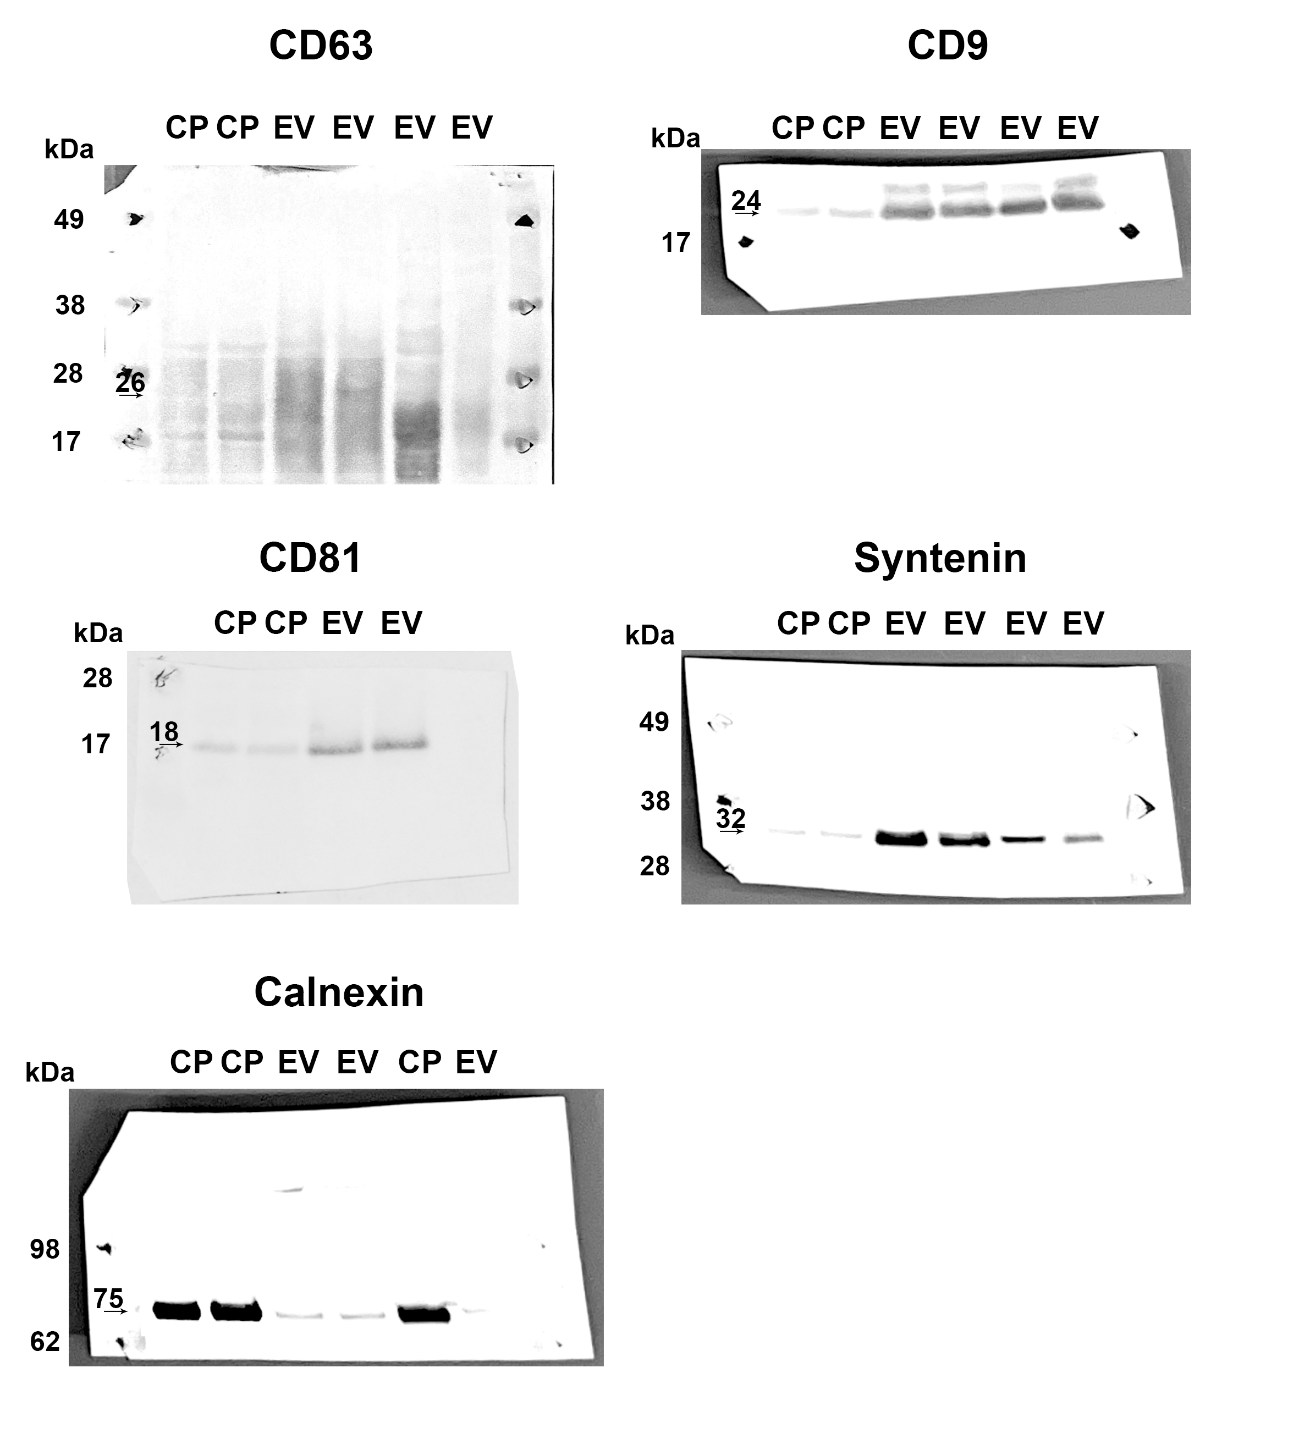

**Figure S2.** **Whole western blot membranes corresponding to Figure 1.** Complete membranes showing EV markers CD63, CD9, CD81, and syntenin, as well as calnexin, an endoplasmic reticulum marker, in podocyte cell pellet (CP) samples and extracellular vesicles (EV) derived from podocyte cultures. Numbers on the left indicate molecular weight markers (expressed in kDa), while arrows, together with the numbers shown above, indicate the molecular weight of the protein of interest.

**
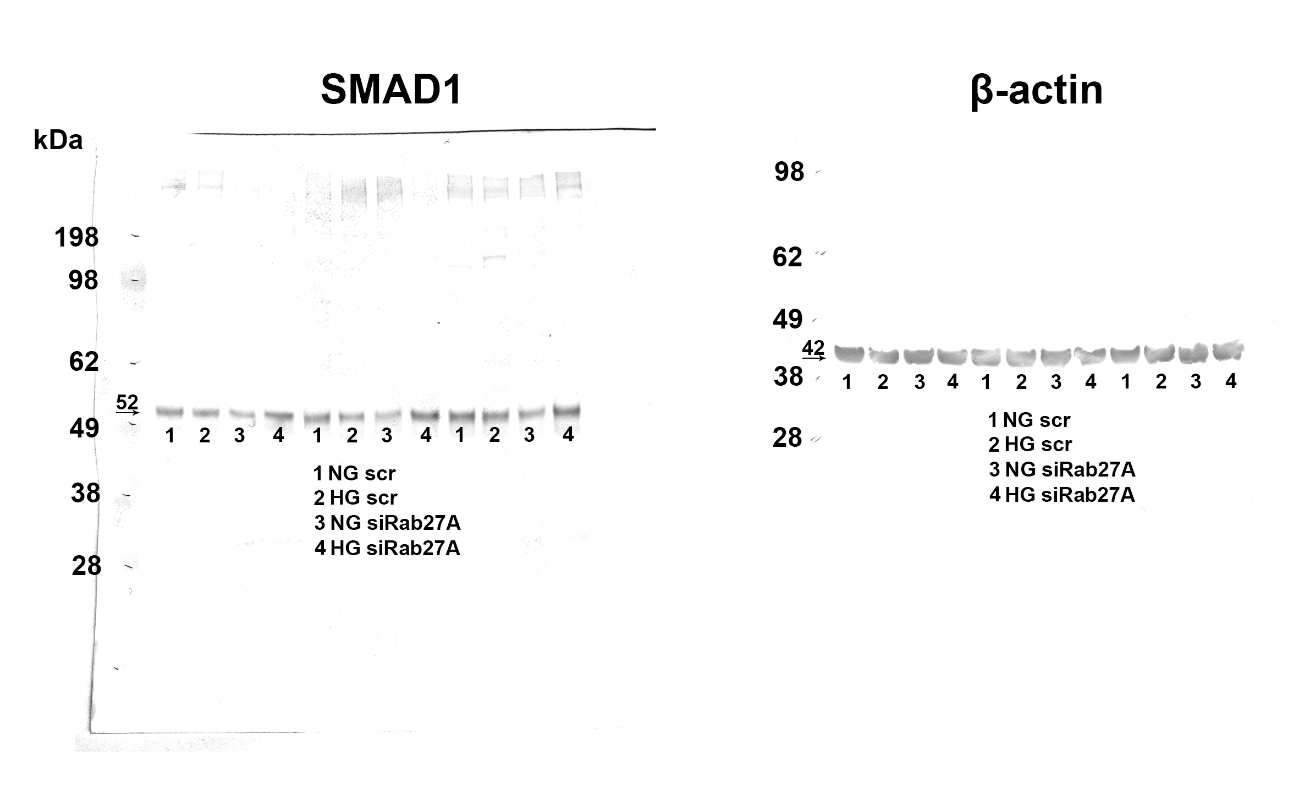
Figure S3.** **Whole western blot membranes corresponding to Figure 4.** Complete membranes showing SMAD1 and β-actin proteins in podocyte samples. Numbers on the left indicate molecular weight markers (expressed in kDa), while arrows, together with the numbers shown above, indicate the molecular weight of the protein of interest.

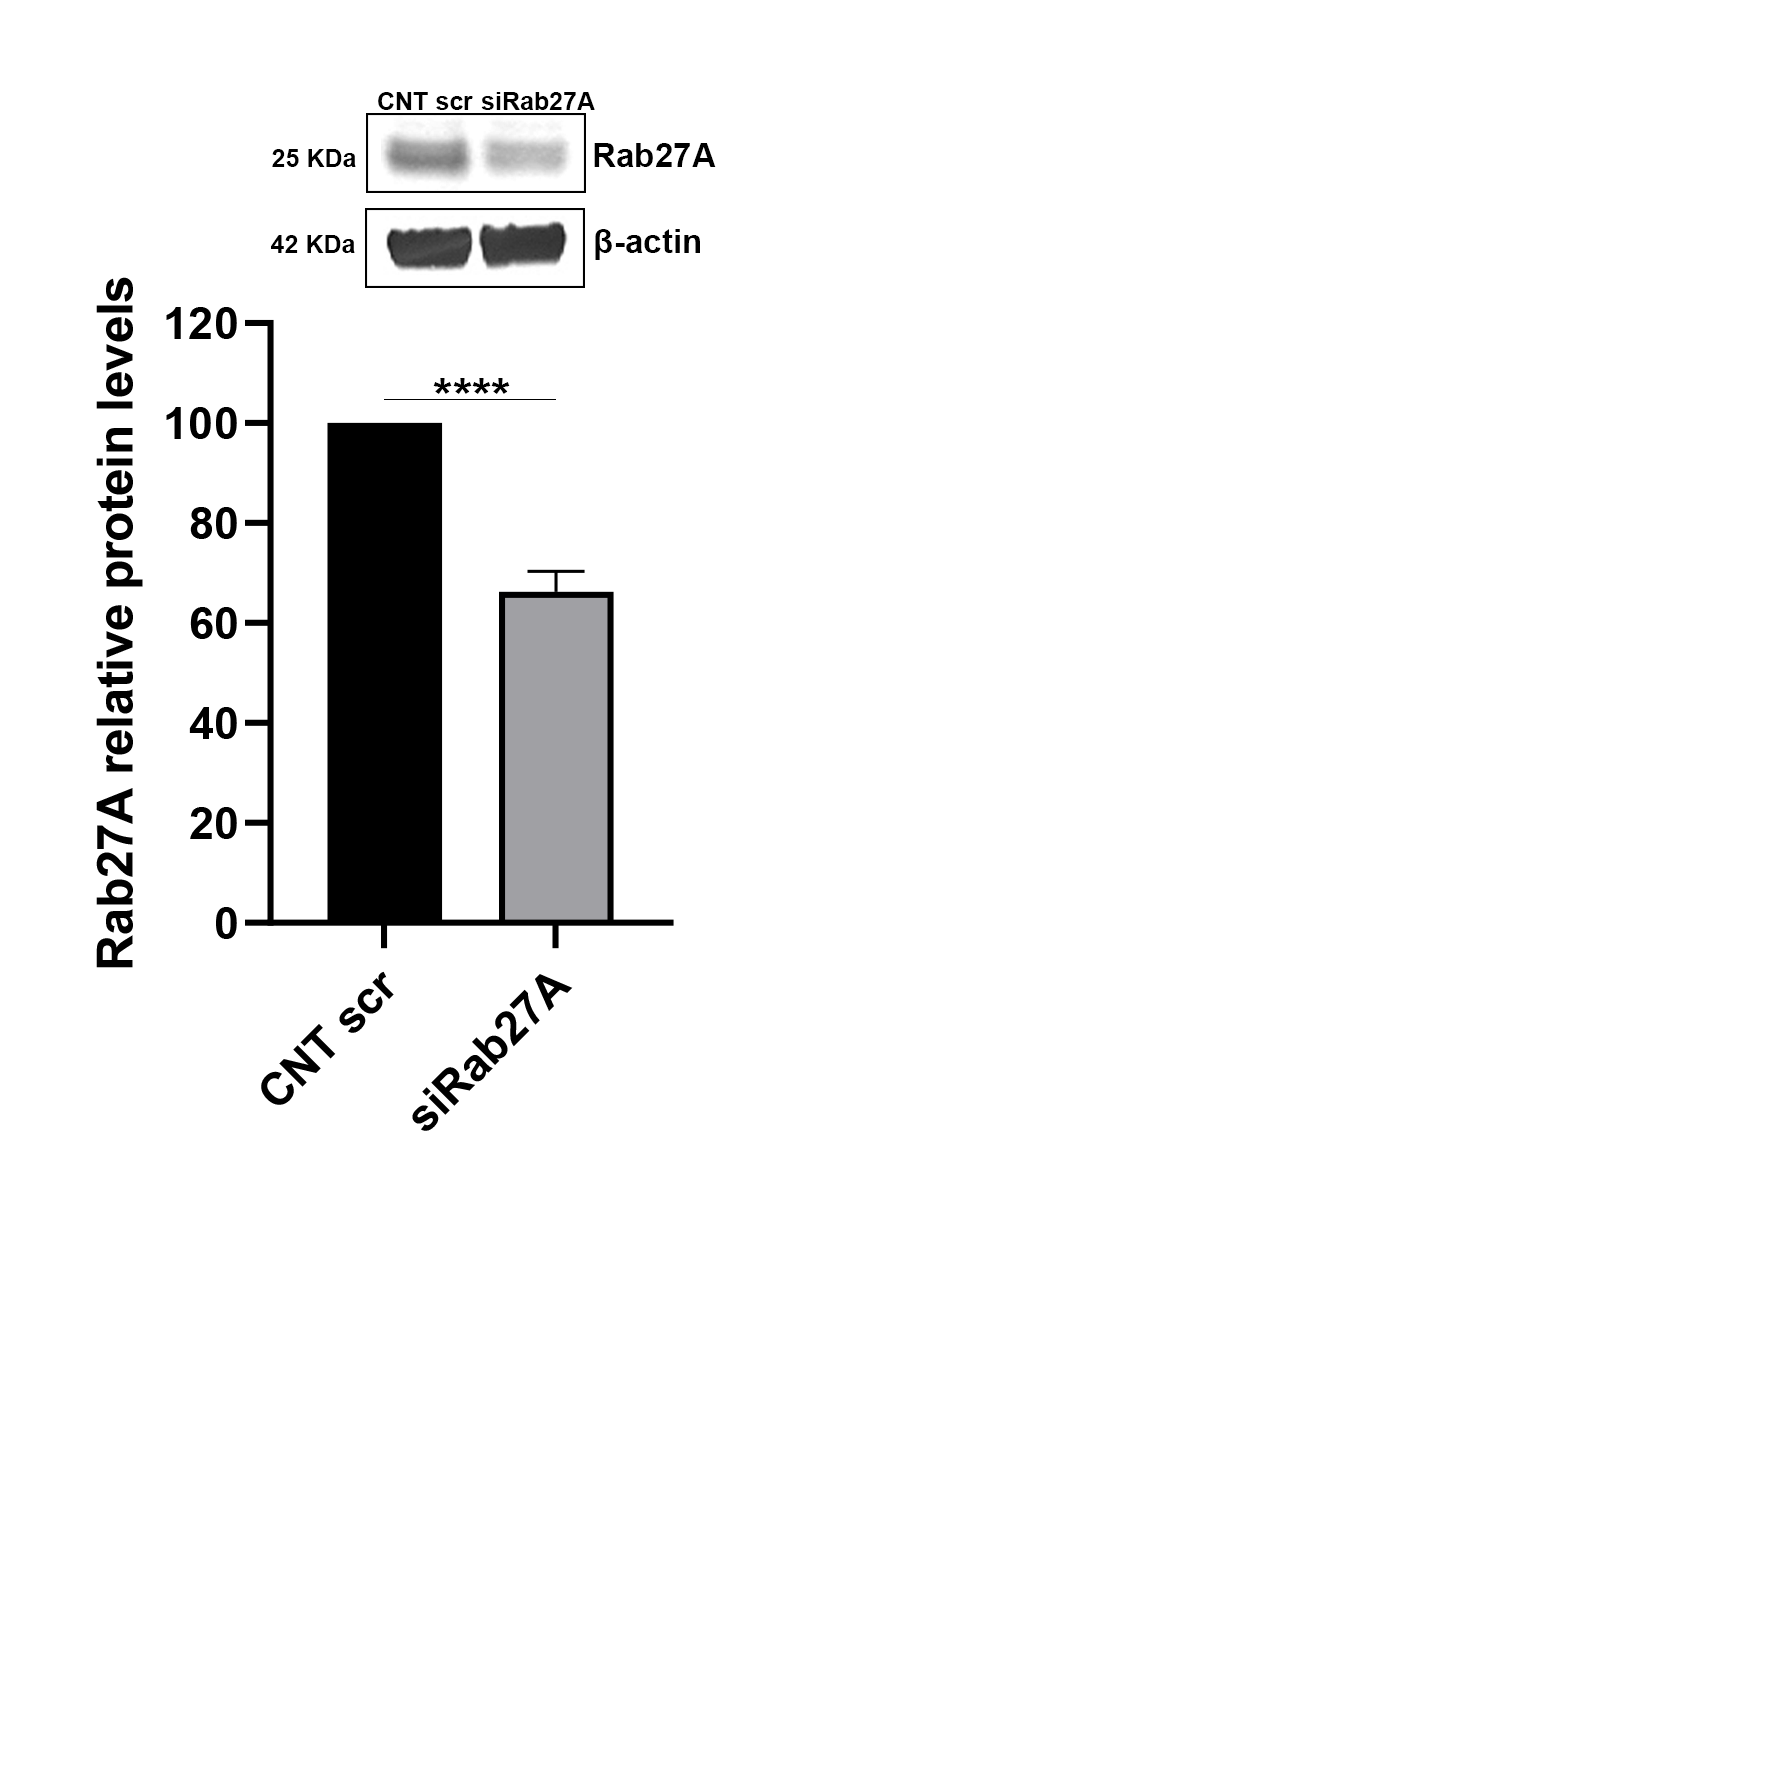

**Figure S4.** **Protein levels of Rab27A** **in siRab27A transfected podocytes.** Western blot membranes and graph showing protein levels of Rab27A and β-actin (loading control). CNT scr, Control scramble; siRab27A, Rab27A silenced. Data are shown as mean ± SEM (standard error of the mean) and protein levels are normalised to 100. N = 5 biological replicates for each group. Statistical significance is indicated as ****p < 0.0001.
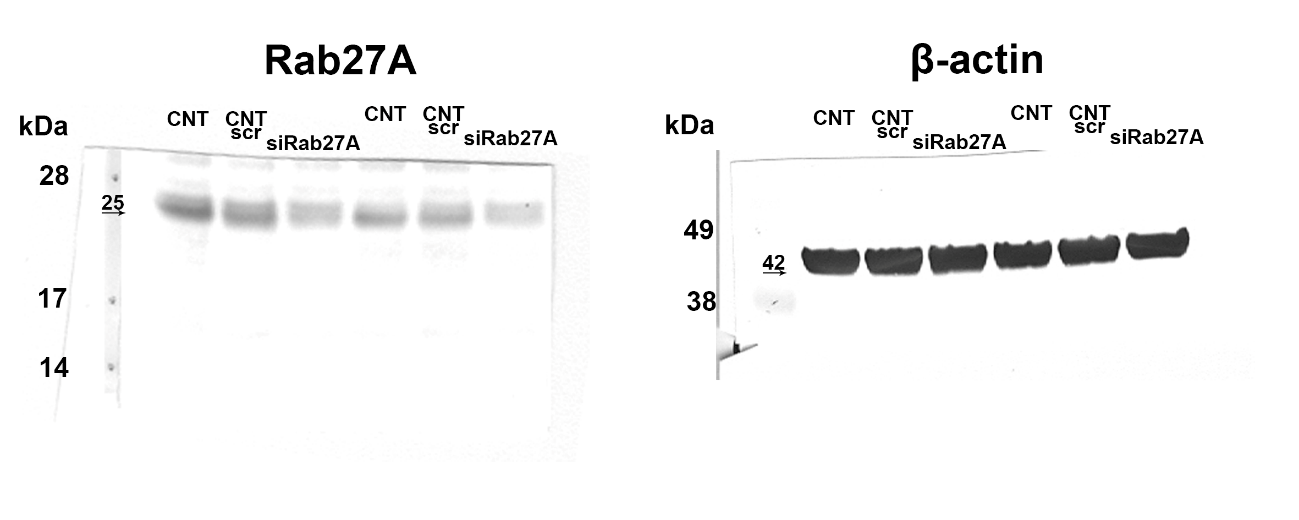

**Figure S5.** **Whole western blot membranes corresponding to Figure S4.** Complete membranes showing Rab27A and β-actin proteins in podocyte cell pellets from control (CNT), control scrambled (CNT scr) and Rab27A silenced (siRab27A) samples. Numbers on the left indicate molecular weight markers (expressed in kDa), while arrows, together with the numbers shown above, indicate the molecular weight of the protein of interest.

How the deposited data were processed for this re-analysis (not part of the article)

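Small RNA in EVs from the culture medium of AB8/13 human podocytes was sequenced by the authors in 40 libraries. The authors prepared libraries from EV RNA, selected them by size on a gel, sequenced them, trimmed the reads with Trim Galore, aligned them to GRCh38 with STAR and counted them with featureCounts on GENCODE genes, mature miRNAs of miRBase and piRNAs of piRNAbank. They deposited 1 table of counts, not normalized and not filtered, with 90017 features, of which 59665 are Ensembl genes, 27700 piRNAs and 2652 mature miRNAs. The paper's text does not give the versions of these tools or the settings for reads that match several places or for strand, so counts on near-identical copies, overlapping genes and antisense genes are uncertain. The values are counts of PCR-amplified reads without molecular identifiers, so limits computed from counts cover counting error only.

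Each library was placed in its group by the glucose and siRNA that its labels name. The 20 libraries with replicate numbers 1 to 5 in NG + scr, NG + siRAB27A, HG + scr and HG + siRAB27A form the comparisons at the paper's conclusions. Of the other 20 libraries, 10 are scrambled controls and 10 carry an siRNA against RAB3A by their titles and the column names of the table, and against RAB27A by their sample characteristics and the column names quoted in the labels. These 20 were left out of those comparisons because the labels conflict, and they enter only as alternatives and in the closing section. All columns were assigned to a library by name. Total counts per library ran from 40101 to 456146 (median 137598) in the 20 compared libraries and from 10725 to 2208554 (median 243142) in the other 20. Of 780 pairs of libraries, none held the same counts within sampling noise (smallest chi-square per degree of freedom 32.6), so each library was taken as 1 replicate.

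Features with a mean normalized count above 5 and at least 1 read in 3 or more libraries were tested, which left 948 of them. These were 548 protein-coding genes, 137 lncRNAs, 82 miRNAs, 67 pseudogenes, 62 piRNAs, 12 mitochondrial tRNAs, 10 misc_RNAs, 10 identifiers absent from the annotation used here, 9 snoRNAs, 6 rRNAs and 5 of other kinds. The counts were fitted with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment, threshold 0.05), with the 4 groups in a single fit and contrasts for each comparison and for the interaction of glucose and siRAB27A. The paper names DESeq2 in its sequencing methods and edgeR in its statistics section, and DESeq2 1.42.0 was run as an alternative. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Values per library are log2(CPM + 1), with CPM computed from the TMM-scaled library totals and a pseudocount of 1, and single values were compared with two-sided exact permutation tests in Python 3.11.15 with scipy 1.17.1. With 5 libraries against 5 there are 252 arrangements, and the smallest p they can give is 0.0079. With 10 libraries per group and no enumeration, 100000 permutations were drawn.

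Gene names, biotypes and coordinates come from GENCODE release 44 on GRCh38, and 59566 of the 59665 Ensembl identifiers were found there without their version. The authors' release may be another. Mature miR-30 sequences were located in the precursor genes of the same genome. The ncRNAs named in the text were fixed by a rule, which takes each ncRNA that the paper names in its text, Fig. 2 or a legend, the genes RAB27A, RAB3A and SMAD1, miR-30a-5p to miR-30e-5p, and at most 5 features per comparison with the largest change among those with an adjusted p under 0.05 and no overlap between groups. No feature met the last criterion. SMAD1 had 0 counts in all 20 compared libraries. A fold change is not given for a group in which no library has more than 3 counts.

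The scripts were tested on simulated counts with the means and library sizes of these libraries and 200 changed features. The common dispersion of these libraries was 5.20, and the simulation took the separate dispersion of each feature. With these, changes of 8 on the log2 scale gave 102 features with an adjusted p under 0.05, of which 87 were changed and 15 were not. With a dispersion of 0.1 and changes of 4, there were 191 such features, of which 178 were changed and 13 were not.

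Each replicate number goes with a running number in the labels, which the labels do not explain, and each occurs once in each of the 4 groups. To check whether a number pairs its libraries, the deviations of log2(CPM + 1) from the group means were correlated across the tested features. In the NG + scr vs NG + siRAB27A comparison all 5 pairs had a correlation over 0.1 (mean 0.27, from 0.22 to 0.30), as did all 5 in NG + siRAB27A vs HG + siRAB27A (mean 0.30, from 0.13 to 0.43) and all 5 in HG + scr vs NG + scr (mean 0.30, from 0.19 to 0.38). In HG + siRAB27A vs HG + scr, 4 of the 5 pairs did (from -0.05 to 0.42). Features are not independent replicates in these correlations. The numbers were taken to pair the libraries in the first 3 comparisons. The fit has no block, since the paper's methods name none, and the fit with the number as a block is an alternative.

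The alternatives tried were edgeR's RLE normalization (DESeq2's size factors), library totals without composition normalization, DESeq2, no filter on low counts, edgeR's filterByExpr filter, robust dispersions, protein-coding genes left out, only the groups compared in the fit, the replicate number as a block, the scrambled controls of the other 20 libraries added, all 40 libraries grouped by the siRNA in their characteristics, the miRNA counts as library size for miR-30d-5p and the miRNAs, and each library left out in turn. The biotype shares were recomputed with the most abundant feature left out and with small non-coding RNAs alone as the total. Muscle, blood and liver miRNAs, each a fixed list of names, were looked up as candidate sources of RNA from other cells.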

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

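The tests on reads of the siRNA itself, on the total of the protein-coding genes, on reads crossing between libraries, on library size and on the replicate numbers were chosen only after the result was seen.

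In the silenced groups the target gene was higher, not lower. RAB27A differed by 2.70 on the log2(CPM + 1) scale between the 10 libraries labelled siRAB27A and the 10 labelled scr, and the paper does not report the reads on this gene. Higher values were found in 8 of the 10, above the median of the scrambled libraries, and the exact permutation p of 0.0444 became 0.158 when adjusted over 6 tests. The difference stayed between 1.93 (without replicate 1 of HG + scr) and 3.27 (without replicate 2 of NG + siRAB27A) with each library left out in turn, and in 11 of those 20 cases the exact p was no longer under 0.05. A hypothesis is that reads of the transfected siRNA, which carries a sequence of its target, were counted on RAB27A. If so, silencing would raise RAB27A relative to RAB3A here and lower it in the 20 other libraries, where the titles of the silenced ones name an siRNA against RAB3A. The difference of silenced from scrambled libraries in log2 RAB27A minus log2 RAB3A was 1.81 here (exact permutation p = 0.195) and -3.63 in the other 20 (exact permutation p = 0.0159), and these differed by 5.43 (permutation p = 0.00816). In the silenced libraries the median CPM was 847 for RAB27A and 29.5 for RAB3A here, against 4.2 for RAB27A and 1144 for RAB3A in the others. Taken alone, RAB3A was higher by 2.26 in the silenced libraries of the other 20 (exact permutation p = 0.0527; edgeR's p = 0.0245, adjusted p = 0.201), where RAB27A was lower (difference -1.37, exact permutation p = 0.275), and RAB3A differed by 0.90 here (exact permutation p = 0.334). The siRNA named in the titles therefore goes with the gene that was higher, as the hypothesis calls for, although the reads themselves were not examined. An effect of silencing on the target's RNA in EVs would give the same pattern and stays open, untested.

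A general rise of protein-coding fragments in the libraries labelled siRAB27A was also weighed. It would raise the total of the other protein-coding genes by as much as RAB27A, but that total differed by 0.17 on the log2 scale (exact permutation p = 0.394). Its gap to the 2.70 of RAB27A had an exact permutation p of 3.15e-05, the smallest these arrangements can give. That test took the 2.70 as fixed and left out the spread of RAB27A. The protein-coding share of counts differed by 3.81 percentage points (exact permutation p = 0.603), and the median log2 fold change of the 548 tested protein-coding genes was -0.47. A general rise of that size was not seen in the total or in the share, but the gap was not beyond the spread of RAB27A itself. RAB27A stood at percentile 82.8 of these genes by log2 fold change, inside their middle 90%, where the wide spread of single genes decides nothing. RAB27A relative to the total was higher by 2.53, which with the spread of RAB27A itself gave an exact permutation p of 0.0717.

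The scrambled libraries carried the same trace. RAB27A was higher by 2.90 in the 10 scrambled libraries of the same set of cultures as the libraries labelled siRAB27A than in the 10 other scrambled libraries (permutation p = 0.0457), and RAB3A was lower by 3.21 there (log2 difference -3.21, permutation p = 0.00156). Reads crossing between libraries of a set, at the bench or when reads were assigned to libraries, may be the source. Both differences that this requires in RAB27A and RAB3A were found. Crossing would also spread other features, which was not tested. The median tested feature had no count in 12 of the 20 libraries, which a general crossing of reads does not call for. Other differences between the sets of cultures stay open as well. The paper reports the silencing of RAB27A in the cells at the mRNA and protein level (Figs. S4 and S5), which these libraries do not measure.

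Single libraries stood far from the 4 others of their group in 16 of the 140 combinations of result and group that were tested. The measure was the gap to the nearest other library as a share of the group's range, with a limit of 0.71. For normal values about 1 in 20 pass this limit. These values are skewed and often 0, so the 16 are not shown to exceed what chance gives. On the log2(CPM + 1) scale, high values were 3.96 for miR-99b-5p in replicate 1 of HG + siRAB27A, which is 2 counts against 0 in the others, 11.88 for miR-181b-5p in replicate 3 of NG + siRAB27A, 13.65 for miR-30c-5p in replicate 4 of HG + siRAB27A and 16.23 for piR-24828 in replicate 4 of NG + scr. Low values, all 0.00, were found for ENSG00000260035 in replicate 4 of HG + scr, piR-32899 in replicate 4 of NG + siRAB27A, piR-23358 in replicate 4 of HG + siRAB27A and piR-24828 in replicate 5 of HG + scr. A total of 384579 counts set replicate 3 of HG + scr apart from the others in its group (54172 to 141830).

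Among the biotype shares, replicate 4 of HG + siRAB27A had 33.59% of its counts on miRNAs, against at most 15.15% in the others of that group. snRNA shares of 0.05% in replicate 2 of NG + scr and 0.15% in replicate 1 of HG + scr were the high ones in their groups. rRNA shares were high in replicate 3 of NG + scr (4.46%) and replicate 3 of HG + scr (3.97%). misc_RNA took 5.89% of replicate 5 of HG + siRAB27A, and mitochondrial tRNA took 3.35% of replicate 3 of NG + siRAB27A.

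Library size was weighed as the source of such values on the 27 entries of Fig. 2C and 2D with over 50% of their group's CPM in 1 library. In 20 of the 27 that library was the largest of its group, as library size calls for, but these rest on 3 libraries, 15 of them on replicate 3 of NG + siRAB27A, and several entries may be the same reads. Over the tested features, the largest libraries carried 550 of 2152 (25.6%, where they are 20.0% of the libraries), and the number carried did not go with the total within groups (rank correlation -0.03, permutation p = 0.962). Library size and what else sets these 3 libraries apart cannot be told apart for the 27 entries.

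A small number of RNA molecules entering some libraries may be a source. The 20 libraries held a median of 0.744 times as many different features as random draws of the same number of counts from the pooled profile of the others in their group, where 0.8 was set in advance as the limit, but this went with the replicate number (permutation p = 0.00346 within groups). In the 8 libraries of replicates 4 and 5 the median was 0.404 (0.316 to 0.481), and in the 12 of replicates 1 to 3 it was 1.09 (0.535 to 1.42). Of the 27 entries, 8 had their largest library in replicate 4 or 5, which the small number of molecules may account for, and 19 had it in replicate 3, of which 17 lay in libraries under the limit. These were 2 entries in HG + siRAB27A, with a ratio of 0.535 (0.507 with draws from replicates 1 and 2 alone), which few molecules may account for too, and 15 in NG + siRAB27A, with a ratio of 0.755. The latter rose over the limit, to 0.876, with draws from replicates 1 and 2 alone, so for these 15 few molecules and other sources cannot be told apart. The other 2 entries, in NG + scr, lay over the limit (0.920, and 1.02 with those draws), and with 1 library the source cannot be told apart there either. A difference between the numbered series of libraries, at culture or at the bench, stays open, as each number occurs once in each group. No biological explanation was tested.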

How the results depend on the processing

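The main settings and 12 alternatives, besides each of the 20 libraries left out in turn, were chosen before the data were examined. A further 15 settings, 5 tests on only the groups compared, each with 3 choices of libraries, were chosen after seeing the data, as was the recomputation of RAB27A. The cause of the changes below was not tested, except where a single library was left out.

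At an adjusted p under 0.05, edgeR's quasi-likelihood test gave 0 features in each comparison of the 20 libraries, with unadjusted counts of 232 for NG + siRAB27A against NG + scr, 207 for HG + siRAB27A against NG + siRAB27A, 223 for HG + scr against NG + scr, 249 for HG + siRAB27A against HG + scr and 254 for the interaction. DESeq2 gave 4, 6, 7, 8 and 9 features in that order, and 2 features in both of the paper's comparisons. Robust dispersions gave 4 for HG + scr against NG + scr and 32 for the interaction, and no filter on low counts gave 2 for the interaction. With only the 2 groups in the fit, HG + scr against NG + scr gave 5. With the other scrambled controls added, the counts were 6 for NG + siRAB27A against NG + scr, 347 for HG + scr against NG + scr and 44 for HG + siRAB27A against HG + scr. All 40 libraries gave 237, 218, 282, 250 and 268, with 66 in both of the paper's comparisons. This setting has more libraries, and its fit has no term for the set of cultures. Random regroupings of the same libraries gave as many features in 99 of 100 cases for the 237 and 79 of 100 for the 218. A gain from more libraries is therefore not shown. RLE normalization, library totals, the filterByExpr filter, protein-coding genes left out and the replicate block gave 0 in each of these comparisons. Leaving out a library gave 0 in each comparison, except for the interaction, which ran from 0 to 4 across the 20 fits, with 4 without replicate 5 of HG + siRAB27A.

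Directions at an unadjusted p under 0.05 depended on the setting, and of the 12 alternatives those named here moved the share of higher features by over 10 percentage points. HG + siRAB27A against NG + siRAB27A, with 109 higher and 98 lower, became 57 and 24 with protein-coding genes left out, 88 and 42 with only the 2 groups in the fit, 30 and 13 with the replicate block, 27 and 16 with DESeq2, 729 and 382 without the filter and 17 and 6 with the filterByExpr filter. NG + siRAB27A against NG + scr, with 91 and 141, became 59 and 281 with the other scrambled controls added and 1 and 15 with filterByExpr. HG + siRAB27A against HG + scr, with 118 and 131, became 743 and 449 without the filter, 114 and 262 with the scrambled controls added and 29 and 21 with the block. HG + scr against NG + scr, with 85 and 138, became 16 and 17 with DESeq2, 9 and 7 with filterByExpr and 34 and 36 with protein-coding genes left out, and the interaction, with 150 and 104, became 54 and 16 with the block.

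The fit with the replicate number as a block changed no call in the 20 libraries. Its unadjusted counts were 59, 43, 58, 50 and 70 in the order above. In this paired fit miR-30d-5p reversed to 0.85 in NG + siRAB27A against NG + scr, and piR-32847 reversed to 0.64 in HG + siRAB27A against NG + siRAB27A. Among the libraries of conflicting label, 4 of 5 same-numbered pairs had a correlation over 0.1 in each comparison (0.04 to 0.32, and 0.08 to 0.43), so the limit was not met by every pair. Over the 30 same-numbered pairs of these libraries the mean was 0.22, with 24 over 0.1, against -0.06 for the 120 other pairs. The block took their counts from 3 to 0 and from 1 to 0, with 160 and 114 features at an unadjusted p under 0.05.

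miR-30d-5p changed sign in NG + siRAB27A against NG + scr. Its log2 fold change of -0.39 became 0.14 with RLE normalization, 0.14 with DESeq2 and 1.53 with the miRNA counts as library size. It ran from -2.11 (without replicate 3 of NG + siRAB27A) to 2.74 (without replicate 4 of NG + scr) with each library left out. In HG + siRAB27A against NG + siRAB27A it was negative under all 12 alternatives (-4.05 to -3.33) and with each library left out (-4.34 to -2.24). Between the HG groups its adjusted p passed 0.05 under DESeq2 (log2 fold change -5.46, adjusted p = 0.00633) and with all 40 libraries (-5.37, adjusted p = 0.0229) and not under the others, where it reached up to 0.653, and it ran from -6.03 to -4.01 with each library left out. For HG + scr against NG + scr the range was -0.33 (without replicate 5 of HG + scr) to 4.44 (without replicate 4 of NG + scr), and for the interaction it was -8.43 to -3.58.

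For the other entries of Fig. 2C and 2D, 321 values under the 12 alternatives gave 315 with the direction and side of the threshold unchanged, 5 that passed the threshold and 1 reversed, which is piR-32847 above. Leaving out 1 library reversed more of them. Without replicate 3 of NG + siRAB27A, the low ends of the ranges in NG + siRAB27A against NG + scr were -0.82 for piR-32847 (up to 7.96), -0.83 for SNORD3B-1 and SNORD3B-2 (up to 7.23) and -0.86 for SNORD3A and SNORD3C (up to 6.87). Without the same library, the high ends in HG + siRAB27A against NG + siRAB27A were 0.21 for piR-32847 (down to -4.68), 0.27 for SNORD3B-2 (-4.6), 0.22 for SNORD3C (-4.65), 0.16 for SNORD3B-1 (-4.70) and 0.16 for SNORD3A (-4.71). miR-99b-5p ran from -1.52 (without replicate 4 of NG + siRAB27A) to 5.25, and ENSG00000260035 and ENSG00000259932 from -4.56 to 2.20 (without replicate 3 of NG + scr). MT-TH ran from -0.48 (without replicate 3 of HG + siRAB27A) to 7.67, and miR-30c-5p from -1.61 (without replicate 4 of HG + siRAB27A) to 4.98. The other entries kept their sign with each library left out. At most 3 counts per library were left in NG + scr for the SNORD3 genes without its replicate 1, where their high ends lie. The same held for ENSG00000260035 and ENSG00000259932 without its replicate 3.

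Of 30 values of biotype shares under the alternatives, 27 kept their direction. The miRNA share of NG + siRAB27A against NG + scr reversed to 2.46 percentage points with the other scrambled controls added, and the piRNA and snoRNA shares of HG + siRAB27A against NG + siRAB27A reversed to -0.57 and -0.17 with all 40 libraries. With each library left out, the miRNA share of HG + siRAB27A against NG + siRAB27A ran from -6.48 to 0.83 (without replicate 1 of NG + siRAB27A), the piRNA share from -3.03 (without replicate 2 of NG + siRAB27A) to 7.47 and the snoRNA share from -0.07 (without replicate 4 of HG + siRAB27A) to 0.28. The snoRNA share of NG + siRAB27A against NG + scr ran from -0.06 (without replicate 3 of NG + siRAB27A) to 0.20.

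Under the settings chosen after seeing the data, NG + siRAB27A against NG + scr gave counts other than 0 on the 20 libraries with DESeq2 without Cook's and independent filtering (21) and without Cook's filtering (33). With all 40 libraries it gave 51 with the likelihood ratio test, 36 with the exact test and 135 with DESeq2 without Cook's filtering, and with the other scrambled controls added, 14 with DESeq2, 7 without Cook's and independent filtering and 119 without Cook's filtering. HG + siRAB27A against NG + siRAB27A gave 5, 2 and 14 with these 3 forms of DESeq2 on the 20 libraries, and with all 40 libraries 11 with the likelihood ratio test, 8 with the exact test and 6, 4 and 46 with the forms of DESeq2. DESeq2 without Cook's filtering gave 26 for HG + scr against NG + scr and 11 for HG + siRAB27A against HG + scr. In both of the paper's comparisons, 2 features passed with the likelihood ratio test, 2 with the exact test and 6 with DESeq2 without Cook's filtering, each with all 40 libraries.

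Of the named ncRNAs under these added settings, miR-30d-5p reversed to 0.80 in NG + siRAB27A against NG + scr with DESeq2 on all 40 libraries. This held with its filters and without both of them, but not without Cook's filtering alone. With DESeq2 without Cook's filtering, miR-30d-5p passed the threshold in HG + siRAB27A against NG + siRAB27A with all 40 libraries (-3.64, adjusted p = 0.0402). It also did so between the HG groups (-5.35, adjusted p = 0.0324). With DESeq2 on all 40 libraries, miR-181b-5p reversed to -0.35, miR-30a-5p to 0.01, MT-TH to -0.15 and miR-126-3p to -2.08, and with the other scrambled controls added, ENSG00000260035 reversed to 0.49, ENSG00000259932 to 0.30 and miR-30b-5p to 0.63. In all, 340 values under these settings gave 315 unchanged, 10 that passed the threshold and 15 reversed.

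Among the libraries of conflicting label, the silenced libraries against scr in NG gave 126 features with RLE normalization and 10 with DESeq2, and 0 without the filter on low counts (3307 at an unadjusted p under 0.05). It ran from 0 (without replicate 2 of NG + scr) to 4 with each library left out. HG against NG of the silenced libraries gave 11 with DESeq2 and 0 without the filter (2158 at an unadjusted p under 0.05), and from 0 (without replicate 1 of the NG group) to 1 with each library left out. The RAB27A difference kept its direction with library totals in place of TMM.

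The spread between replicates limits what can be seen in these libraries, which had a median of 137598 counts. In simulations at the same library sizes, changes of 4 on the log2 scale were called for 0 of 200 features at these libraries' dispersion (152 of them tested) and for 178 of 200 at a dispersion of 0.1 (178 of them tested). At the lower dispersion every changed feature that was tested was called, so no limit from the depth was seen for tested features in these simulations.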

Differences from the paper's values

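The 15 settings named below as chosen after seeing the values were the only ones in this part chosen after the result was seen. The paper's lists are of ncRNAs, so protein-coding genes are left out of the counts in this and the next paragraph. In the NG + scr vs NG + siRAB27A comparison, the paper shows about 9 higher and about 6 lower ncRNAs in Fig. 2C, against 0 and 0 here at an adjusted p under 0.05 from edgeR's quasi-likelihood test (38 higher and 47 lower at an unadjusted p under 0.05). None of the 12 alternatives set before the data were examined closed either gap. Of the 15 settings chosen after seeing the values, DESeq2 without Cook's filtering with all 40 libraries came within 1.5 times the paper's count of higher ncRNAs (12), and 2 settings did so for lower ones, DESeq2 without Cook's and independent filtering on the 20 libraries (5) and DESeq2 with the other scrambled controls added (5).

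In the NG + siRAB27A vs HG + siRAB27A comparison, the paper shows about 6 higher and about 8 lower ncRNAs in Fig. 2D, against 0 and 0 here (37 higher and 41 lower at an unadjusted p under 0.05). None of the 12 alternatives set before the data were examined closed either gap. Of the 10 settings chosen after seeing the values, DESeq2 without Cook's filtering on the 20 libraries (6) and the likelihood ratio test with all 40 libraries (5) did for higher ncRNAs, and DESeq2 without Cook's filtering with all 40 libraries (12) did for lower ones. For ncRNAs in both comparisons the paper shows about 6 in Fig. 2B, against 0 here (29 at an unadjusted p under 0.05). None of the 12 alternatives set before the data were examined closed that gap, nor did the 10 settings chosen after seeing the values.

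A log2 fold change is called within the error when it has the paper's sign and differs from the paper's value by at most its standard error. The standard error is that of the setting, or of the main fit where a setting gives none. miR-30d-5p had a log2 fold change of -0.39 in NG + siRAB27A against NG + scr, where the paper shows about 1.5 in Fig. 2C, read by eye. Of the alternatives set before the data were examined, RLE normalization (0.14), DESeq2 (0.14), the replicate block (0.85) and the miRNA counts as library size (1.53) came within the error of the paper's value, as did leaving out replicate 4 of NG + scr (2.74), and the other alternatives did not. Of those chosen after seeing the values, DESeq2 with all 40 libraries did (0.80), with its filters and without both of them, but not without Cook's filtering alone.

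miR-182-5p had a log2 fold change of -5.18, where the paper shows about -2.3 in Fig. 2C, read by eye. Library totals (-3.94), the other scrambled controls added (-4.45), the miRNA counts as library size (-3.51) and leaving out replicate 5 of NG + scr (-3.23) came within the error, and the rest of the alternatives set before the data were examined did not. Of the settings chosen after seeing the values, the likelihood ratio and exact tests with all 40 libraries (-3.95), the 3 forms of DESeq2 with all 40 libraries (-3.15) and the same with the scrambled controls added (-3.57) did.

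ENSG00000260035 and ENSG00000259932 had a log2 fold change of -1.81 each, where the paper shows about -4.8 in Fig. 2C, read by eye. Of the alternatives set before the data were examined, RLE normalization (-2.64), DESeq2 (-2.66), protein-coding genes left out (-2.63), only the 2 groups in the fit (-2.76), the miRNA counts as library size (-4.15) and the replicate block (-2.35 for ENSG00000260035 and -2.45 for ENSG00000259932) came within the error for both, and the others did not. Leaving out 1 library did so in 4 of 20 cases, without replicate 3 of HG + scr (-2.58), replicate 1 of NG + scr (-2.77), replicate 2 of NG + scr (-2.75) or replicate 1 of NG + siRAB27A (-4.56). Of the settings chosen after seeing the values, the likelihood ratio and exact tests (-2.76) and the 3 forms of DESeq2 (-2.48) on the 20 libraries did, as did DESeq2 with all 40 libraries, with and without its filters (-3.22 for ENSG00000260035 and -3.25 for ENSG00000259932), and without Cook's filtering for ENSG00000260035 (-2.69).

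The log2 fold change of miR-30b-5p was -2.21, where the paper shows about -4.9 in Fig. 2C, read by eye. DESeq2 (-2.46), the filterByExpr filter (-2.63), the replicate block (-4.02) and leaving out replicate 1 of NG + scr (-2.64), replicate 3 of NG + scr (-2.62) or replicate 1 of NG + siRAB27A (-5.19) came within the error, and the other alternatives set before the data were examined did not. Of the settings chosen after seeing the values, the 3 forms of DESeq2 on the 20 libraries (-2.57) did. So did DESeq2 with all 40 libraries, with its filters and without both of them (-3.62).

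Of the 29 entries of Fig. 2C and 2D, 28 had the paper's direction in this fit and 24 lay within the error of the value read by eye. That error is the standard error of this fit, 1.57 to 2.39 on the log2 scale for these entries, so the limit is wide. None of the 29 had an adjusted p under 0.05 here (7 had an unadjusted p under 0.05), and some settings called single entries. DESeq2 called miR-182-5p (-4.96, adjusted p = 0.0254) and piR-32899 (7.05, adjusted p = 0.0122). All 40 libraries in edgeR's quasi-likelihood test called ACTG1P25 (-5.29, adjusted p = 0.0186), MTCO1P12 (5.36, adjusted p = 0.0100) and miR-182-5p (-4.53, adjusted p = 0.0362). Over the alternatives set before the data were examined, the adjusted p of these 4 ran up to 0.793 for miR-182-5p and MTCO1P12, 0.872 for piR-32899 and 0.807 for ACTG1P25.

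Of the settings chosen after seeing the values, DESeq2 on the 2 groups of the 20 libraries called miR-182-5p (-5.16, adjusted p = 0.0358 without Cook's and independent filtering and 0.0261 without Cook's filtering) and piR-32899 (6.99, adjusted p = 0.0302 with its filters, 0.0449 and 0.0318 without). With all 40 libraries MTCO1P12 was called by the likelihood ratio test (5.51, adjusted p = 0.0128), the exact test (5.51, adjusted p = 0.0212) and DESeq2 without Cook's filtering (4.46, adjusted p = 0.0234), and the last also called miR-182-5p (-3.15, adjusted p = 0.0448) and miR-30d-5p in HG + siRAB27A against NG + siRAB27A (-3.64, adjusted p = 0.0402). DESeq2 without Cook's and independent filtering, with the scrambled controls added, called miR-99b-5p (6.14, adjusted p = 0.0433).

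The paper's text lists SNORD3A and miR-128-5p as lower in NG + siRAB27A, while Fig. 2C shows SNORD3A as higher and has miR-182-5p in place of miR-128-5p. SNORD3A had a log2 fold change of 3.67 in the fit of the 20 libraries, and miR-128-1-5p and miR-128-2-5p had 0 counts in all of them. The paper describes miR-30d-5p as the miRNA altered in both comparisons, and here 0 miRNAs had an adjusted p under 0.05 in both, while 2 had an unadjusted p under 0.05 in both, miR-155-5p and miR-19a-3p, which were named after their values were seen.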

Other observations

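The tests on the SNORD3 counts, on muscle miRNAs, on library size and on the replicate numbers were chosen only after the result was seen.

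Counts of features at an unadjusted p under 0.05 were set against random splits of the same libraries, 100 for each comparison and the real one among them. As many or more features were found in 100 of 100 splits for NG + siRAB27A against NG + scr (232 features, median of the splits 264), in 93 for HG + siRAB27A against NG + siRAB27A (207, median 221), in 98 for HG + scr against NG + scr (223, median 262), in 62 for HG + siRAB27A against HG + scr (249, median 254) and in 71 for the interaction (254, median 277). With all 40 libraries, where features pass an adjusted p under 0.05, random splits of the same libraries gave as many in 99 of 100 cases for NG + siRAB27A against NG + scr (237 features, against 219 to 445 in the splits) and in 79 of 100 for HG + siRAB27A against NG + siRAB27A (218, against 179 to 393). These counts are therefore no larger than those of arbitrary groupings. In the comparisons where replicate numbers pair the libraries, splits that part every pair, as the real one does, gave as many features in 15 of 15 cases (median 246), 12 of 15 (median 209) and 12 of 13 (median 236) for the first 3 comparisons in turn. For HG + siRAB27A against HG + scr, where 4 of the 5 pairs had a correlation over 0.1, such splits gave as many in 5 of 12 cases (median 239.5). These medians lie below those of the random splits, which keep some pairs together.

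The 20 libraries of conflicting label were compared on their own, with 1809 features tested. In NG, 3 features had an adjusted p under 0.05 (edgeR's quasi-likelihood test) between the silenced and the scrambled libraries, all of them lower, and 482 had an unadjusted p under 0.05, which 71 of 100 splits reached or passed (median 502). With RLE normalization the count was 126, of which 38 were higher and 88 lower. HG against NG of the silenced libraries gave 1 feature and 475 at an unadjusted p under 0.05, which 94 of 100 splits reached or passed (median 516.5).

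The 6 ncRNAs that the paper finds in both comparisons go in opposite directions in this fit except miR-30d-5p. A hypothesis is that features found in both comparisons arise from the NG + siRAB27A libraries that both share, since a chance high value there makes a feature higher in the first comparison and lower in the second. In simulated unchanged groups 99.7% of the features with an unadjusted p under 0.05 in both had opposite directions, as had all 77 here. The simulations gave fewer of them (median 19, at most 35), so the simulated spread does not account for their number. Random assignment of the 15 libraries to the 3 groups reached 77 or more in 90 of 100 cases (median 101, from 54 to 258), with 99.6% in opposite directions and up to 144 at an adjusted p under 0.05 in both. The random assignments ignored the replicate numbers, each of which occurs once in each real group. With the number as a block, 8 features had an unadjusted p under 0.05 in both. An effect of siRAB27A that HG undoes would also give opposite directions and stays open, untested apart from the interaction.

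Of these 6, piR-32847 and the 4 SNORD3 genes may be a single measurement, because the same reads could have been counted under each name. In 29 of the 33 libraries with a count on a SNORD3 gene the 4 counts were equal within 1 count or 2% and piR-32847 was at 5 times SNORD3A within 2%. In the other 4 libraries the SNORD3 counts differed by at most 2 and the counts of piR-32847 were 19, 5, 5 and 120, so the tie was not complete there, and why was not tested. The factor of 5 was not explained.

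The ncRNAs of Fig. 2C and 2D rest on single libraries, as do most features in the table. A hypothesis is that few RNA molecules entered each library and were then amplified, so that a feature is often counted many times or not at all. Libraries of replicates 4 and 5 held a median of 0.404 times the features expected from their number of counts, but those of replicates 1 to 3 held 1.09 times, so the hypothesis may hold for the former. Replicate 3 carries 19 of the entries, 17 of them in libraries under the limit of 0.8, but 15 of these lie in a single library whose ratio of 0.755 rose to 0.876 with draws from replicates 1 and 2 alone. Library size stays open as well, since 20 of the 27 entries with over 50% of the group's CPM in 1 library had it in the largest library of the group. The ratio went with the replicate number (permutation p = 0.00346), and what differs between the numbers stays open.

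piRNAs had 24.5% to 34.2% of the counts on average in the 4 groups, and piR-24541 alone had 24.3% of all counts. The hypothesis that most piRNAs hold reads of other small RNAs was tested by a correlation over 0.99, which most piRNAs did not reach. Of the 62 tested piRNAs, 18 (29.0%) had a correlation over 0.99 with a feature of another biotype, and these held 15.5% of the piRNA counts. With a limit of 0.9, the number was 28 of the 62. For the other piRNAs, no source was tested, and a lower correlation does not exclude shared reads, so the hypothesis stays open for them. Over all biotypes, 171 of 948 tested features had a correlation over 0.99 with another feature across the 20 libraries, where features are not independent.

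miR-1-3p was the most abundant miRNA, with 29.3% of all miRNA counts and counts in all 20 libraries. miR-206 had 3.35% and miR-133a-3p 2.03%, both also in 20 libraries. RNA of muscle cells was tested as a candidate source with a list of 6 muscle miRNAs. Of these, 4 were found in over 10 libraries, with miR-133b in 16 (0.142% of miRNA counts), while miR-208b-3p and miR-499a-5p had 0 counts in all 20, where up to 3 counts per library cannot be excluded. The level of these 2 in muscle RNA was not measured, so their absence does not decide whether muscle RNA is the source. A source of miR-1-3p, miR-206 and miR-133a-3p alone stays open as well. How many of these miRNAs podocytes express was not measured. In the list for blood cells, miR-451a had 0.715% of miRNA counts in 20 libraries, miR-223-3p was in 7 libraries, miR-144-3p in 4 and miR-486-5p in 0. In the list for liver, miR-122-5p and miR-885-5p were in 0.

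Across the 20 libraries, 10 pairs of miR-30 family members were correlated on the log2(CPM + 1) scale. The highest Pearson's r was that of miR-30d-5p with miR-30e-5p (Pearson's r = 0.50, permutation p = 0.0264, adjusted p = 0.157; Spearman's rho = 0.53, permutation p = 0.0163, adjusted p = 0.0543). Without the 2 libraries farthest from the median of miR-30d-5p, r was 0.71. No pair passed the adjustment over the 10 by Pearson's r. By Spearman's rho 1 pair did, miR-30b-5p with miR-30c-5p (rho = 0.62, permutation p = 0.0033, adjusted p = 0.0330; Pearson's r = 0.43, permutation p = 0.0555, and 0.61 without the 2 libraries farthest from the median of miR-30b-5p).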
